# Maternal undernutrition results in transcript changes in male offspring that may promote resistance to high fat diet induced weight gain

**DOI:** 10.3389/fendo.2023.1332959

**Published:** 2024-01-17

**Authors:** Tiffany K. Miles, Melody L. Allensworth-James, Angela K. Odle, Ana Rita Silva Moreira, Anessa C. Haney, Alex N. LaGasse, Allen J. Gies, Stephanie D. Byrum, Angelica M. Riojas, Melanie C. MacNicol, Angus M. MacNicol, Gwen V. Childs

**Keywords:** maternal nutrition, diet induced obesity, developmental programming, IUGR (Intrauterine growth restriction), thrifty phenotype hypothesis, transcriptome (RNA-seq), neonatal leptin surge, metabolism and endocrinology

## Abstract

Maternal nutrition during embryonic development and lactation influences multiple aspects of offspring health. Using mice, this study investigates the effects of maternal caloric restriction (CR) during mid-gestation and lactation on offspring neonatal development and on adult metabolic function when challenged by a high fat diet (HFD). The CR maternal model produced male and female offspring that were significantly smaller, in terms of weight and length, and females had delayed puberty. Adult offspring born to CR dams had a sexually dimorphic response to the high fat diet. Compared to offspring of maternal control dams, adult female, but not male, CR offspring gained more weight in response to high fat diet at 10 weeks. In adipose tissue of male HFD offspring, maternal undernutrition resulted in blunted expression of genes associated with weight gain and increased expression of genes that protect against weight gain. Regardless of maternal nutrition status, HFD male offspring showed increased expression of genes associated with progression toward nonalcoholic fatty liver disease (NAFLD). Furthermore, we observed significant, sexually dimorphic differences in serum TSH. These data reveal tissue- and sex-specific changes in gene and hormone regulation following mild maternal undernutrition, which may offer protection against diet induced weight gain in adult male offspring.

## 1 Introduction

Maternal levels of nutrition during gestation and lactation play a critical role in offspring development and adult metabolic health (1, 2). The earliest studies of maternal undernutrition affecting offspring metabolic function was from the Dutch “Hunger Winter”, in which a short-time famine occurred from 1944-1945. A review of the Dutch “Hunger Winter” cohort study found that in offspring born to mothers exposed to the famine in late gestation weighed less and were shorter, had smaller head circumferences at birth and that the placenta was less efficient (3, 4). These characteristics represent the hallmarks of intrauterine growth restriction (IUGR) (4–6).

The adult offspring of famished mothers were at an increased risk for metabolic syndrome compared to people not exposed to the maternal nutrient restriction (7, 8). Men exposed to the famine during late gestation were less likely to become obese compared to those who were exposed in early gestation (9). Studies have demonstrated that the prenatal environment affects DNA methylation and is dependent on gestational time of exposure and sex (10, 11).

These studies in humans have led to a fundamental hypothesis called the “thrifty phenotype”, initially proposed by Hales and Barker in 1992, and associates poor fetal growth with the development of impaired glucose tolerance and the metabolic syndrome in adulthood (12, 13). Undernutrition in late gestation or during lactation disrupts the neuroendocrine axes and alters the timing of pubertal development, resulting in altered neonatal IGF-1 and GH serum levels and decreased glucose tolerance in adulthood (14). IUGR influences growth, cognitive development, cardiac function, and metabolic homeostasis into adulthood (15, 16).

Researchers are still defining the role of the metabolic signaling adipokine, leptin, in embryonic development and adult health. During the rodent postnatal period and third trimester of humans, there is a leptin surge that occurs independent of adiposity (17). This postnatal leptin surge plays a vital role in the development of the hypothalamic wiring and multiple other organs, including browning of adipose tissue (18–21). The timing and amplitude of the leptin surge was found to be altered by nutrient availability during lactation, through altering litter size (22).

In 2005, the Yura et al. study was the first to demonstrate a premature shift in the neonatal leptin surge as a result of a 30% maternal undernutrition in C57BL/6 mice (23). The undernutrition started in mid-gestation and the neonatal leptin surge was characterized by combining male and female data, since there were no observable sex differences in the leptin surge. Male offspring were only used after weaning and challenged with the 60% high fat diet (HFD) as adults. They had increased weight gain on the 60% HFD and exogenous leptin administered at the peak of the premature surge was shown to replicate the increased HFD induced weight gain, as seen by the maternal undernutrition model. Using the C57BL/6 mouse, this study demonstrated that maternal undernutrition connected the premature shift in the neonatal leptin surge to adult weight gain following HFD exposure.

Our ongoing studies, using leptin receptor (LEPR) knockout “sighted” FVB mice, demonstrate the significance of somatotrope regulation by leptin and the necessity for determining the effect of a neonatal leptin surge on adult pituitary function (24–26). The focus of this study was to use a maternal undernutrition model (a non-genetic method) to shift the offspring neonatal leptin surge and determine the impact on offspring pituitary and metabolic function in adulthood, especially when challenged by nutrient stress (excess caloric fat). In this study, we show that a mild maternal murine undernutrition, starting in late gestation, caused a 3-day advance in the postnatal leptin surge and affected the way in which these offspring responded to a HFD as adults. We report sex differences in responses, including the important finding that males from underfed dams did not gain weight on the HFD, unlike controls (from *ad libitum* fed dams), which differs from what was expected by the “thrifty phenotype” hypothesis and the Yura et al. study (23). RNA-sequencing analysis (RNA-seq) of epididymal white adipose tissue (eWAT), liver and pituitaries from males born to undernourished and *ad libitum* fed dams reveal distinct tissue responses to the HFD and maternal undernutrition. These data offer insight into tissue specific regulation that affords protection from HFD-induced weight gain following a nutrient deficient developmental condition.

## 2 Materials and methods

### 2.1 Animal husbandry

All animal care protocols were approved by the UAMS Institutional Animal Care and Use Committee. FVB.129P2-Pde6b+ Tyrc-ch/AntJ (sighted FVB) mice were housed 1-4 animals/cage at 22.5°C with a 14-hour light (06:00-20:00) and 10-hour dark cycle. Dams for maternal undernutrition breeding were 8-11 weeks of age and bred with 3–4-month-old males. Breeder dams were fed a diet where 20.2% kilocalories (kcal) derived from protein, 21.4% kcal from fat, and 58.4% kcal from carbohydrates (5V5M, PicoLab). At postnatal day (PND) 21, offspring were weaned. Non-breeding mice were fed a diet consisting of 23.086% protein, 14.787% fat, and 62.127% carbohydrates (5V5R, PicoLab).

### 2.2 Establishing the maternal undernutrition model

**Figure 1** summarizes the steps involved with establishing the 20% calorie restriction model. Male FVB.129P2 mice were singly housed for at least 24 hours prior to mating. Female FVB.129P2 mice were introduced to males in the evening of proestrus (embryonic day -1), which was determined by vaginal cytology. Vaginal plugs were visualized the next morning to confirm that mating occurred. Embryonic day 0 (E0) was established as the day after mating, when the vaginal plug was visualized. On E0, mated females were singly housed and weighed. At E10, females were again weighed to verify pregnancy with an expected 3 g increase in weight from E0. Pregnant females, or dams, received ~25 g of food daily starting at E12 to visually acclimate to receiving less food. Dams were paired into two feeding groups: *ad libitum* (FED) and 20% calorie restricted (CR20). At E15, the caloric restriction began, with CR20 dams receiving 80% of the food the paired FED dam consumed from the previous day. Food intake was measured daily around 0930. The undernutrition continued until the offspring were euthanized or weaned. There was one exception to this protocol: The day before parturition, the FED dams consumed less than 3 g of food. To prevent CR20 dams from consuming young at any point in the study, 3 g of food was the minimum made available to CR20 dams. Therefore, if the FED dams consumed less than 3 g of food before parturition, available food to undernourished dams was not reduced below 3 g. Pups were born around E19, with the average litter size being 8 ± 1 pups.

**Figure 1:**
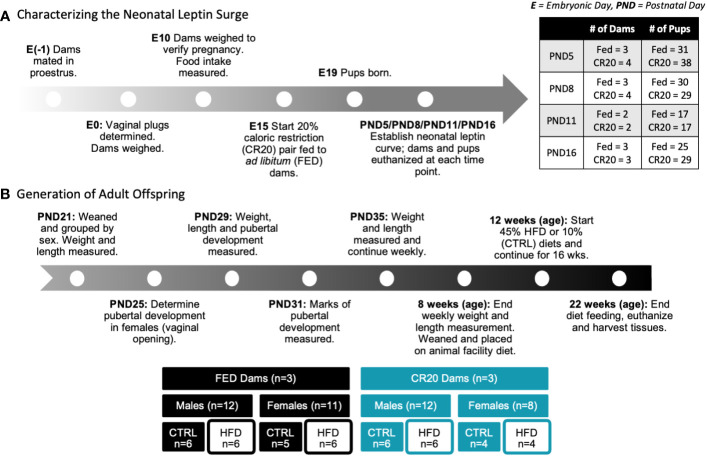
Schematic of experimental design. **(A)** Dam matched feeding, either *ad libitum* (FED) or calorically restricted by 20% compared to *ad libitum* mice (CR20), began at embyronic day 15 (E15). Pups were either euthanized at time points (PND 5, 8, 11 or 16) or continued to weaning. **(B)** Adult offspring were weight matched at weaning (PND21) within treatment groups and administered either the 10% fat diet (CTRL) or 45% high fat diet (HFD) for 10- or 16-weeks.

### 2.3 Characterizing FVB neonatal leptin curve induced by CR20 model

The neonatal leptin curve was determined by measuring leptin in the serum of pups at the following time points: PND1, PND5, PND8, PND11, and PND16. To generate a significant number of pups, 3 dams for each nutrient condition (FED or CR20) were used for each time point, except for PND1 where one dam was used for each condition. This resulted in ~28 pups/nutrient condition/time point. At euthanasia, dams and pups were anesthetized with isoflurane (Piramal Critical Care) and decapitated by guillotine (dams) or scissors (pups). Dams were euthanized prior to pups to prevent their stress response caused by pup removal. Trunk serum was collected into ice cold Eppendorf tubes (pups) or conical tubes (dams), and pituitaries collected in 150 μL RIPA (Sigma Aldrich, R0278) containing 10 μL/mL protease inhibitor cocktail (Sigma-Aldrich, P8340). To confirm sex, pup tail snips were collected and genotyped to determine the presence or absence of the male-specific “sex-determining region Y” gene, *Sry*, as previously described (27).

### 2.4 Diet induced obesity of adult CR20 offspring

For the diet induced obesity (DIO) studies, additional offspring were generated using the CR20 model as described above (see 2.2). FED and CR20 offspring were weaned at PND21 and separated by sex. Offspring weight and length (nose to anus) were measured weekly from weaning to 8 weeks of age. Female pups were inspected daily from PND 21 until the day of vaginal opening to determine the timing of puberty.

At 8 weeks of age, pups from each dam were blindly assigned to either a CTRL or HFD feeding group. Offspring were introduced to either a 10% fat (CTRL) diet (Envigo, TD.110675) or a 45% high fat diet (HFD) (Envigo, TD.06415) which they consumed for 10 weeks or 16 weeks. For each sex, this resulted in four experimental groups with 5 ± 1 mice/group: FED control (FED-CTRL); FED high fat diet (FED-HFD) and calorie restricted control (CR20-CTRL) and HFD (CR20-HFD). Food intake, an average of food consumed divided by the number of mice per cage, and individual mouse weights were measured weekly for the duration of the experiment. At euthanasia, trunk serum, pituitaries, eWAT, and liver were collected.

### 2.5 Pituitary, eWAT and liver collection

Pituitaries were collected in RIPA buffer with 10% protease inhibitor on ice and homogenized for 20 sec with a handheld homogenizer. A 20-30 μL aliquot was collected for RNA extraction, and the remaining homogenate was incubated overnight at 4°C. The next morning, the homogenate was centrifuged at 19283 x g for 20 minutes at 4°C. The supernatant was collected and stored at -20°C for later use. The left lateral lobe of the liver and epidydimal white adipose tissue (eWAT) were extracted and flash frozen in liquid nitrogen. For eWAT and liver, a 20-30 mg selection was excised from frozen tissue and homogenized in RIPA buffer with 10% protease inhibitor. RNA was extracted using the Maxwell 16 LEV simplyRNA Tissue Kit (liver samples, Promega, AS1280) or RNAzol RT (eWAT and pituitary samples, Sigma-Aldrich, R4533) and stored at -80°C. Liver samples to be used specifically for RNA-seq were lysed in Zymo DNA/RNA Shield buffer and RNA extracted using a Zymo column-based protocol.

### 2.6 Serum preparation and analyses

The postnatal leptin surge in our FVB mice was initially characterized with serum collected from pups aged postnatal day (PND) 1, 5, 8, 11, and 16. Ahima et al. (17) and results from a pilot study dictated our selection of PND 1, 5, 8, 11, and 16 for our CR20 study (see Methods 2.3). Whole blood was incubated on ice for 1 hour and centrifuged at 3200 x g for 20 minutes at 4°C. Serum was collected on ice and stored at -20°C until use. Serum leptin levels were measured at a 1:10 dilution using the Mouse/Rat Leptin Quantikine ELISA Kit (RNDSystems, MOB00). Serum IGF-1 was measured at a 1:500 dilution using R&D Systems Mouse/Rat IGF-I/IGF-1 Quantikine ELISA Kit (MG100). Serum pituitary hormones, LH, PRL, ACTH, FSH, and TSH, were measured with at 1:2.5 dilution with Milliplex’s MAP Mouse Pituitary Magnetic Bead Panel - Endocrine Multiplex Assay (MPTMAG-49K). Serum adipokines (IL-6, Insulin, MCP-1, PAI-1, Resistin, TNF-α) were measured undiluted with Milliplex’s MAP Mouse Adipokine Magnetic Bead Panel (MADKMAG-71K). Serum GH was measured at 1:2.5 dilution with Milliplex’s MAP Rat Pituitary Magnetic Bead Panel (RPTMAG-86K-01).

### 2.7 RNA sequencing and bioinformatics analysis

RNA extracted from pituitary, liver, and eWAT were submitted for RNAseq. Libraries for RNAseq were prepared using the TruSeq Stranded Total RNA Library Prep Gold kit (Illumina Inc) according to the manufacturer’s protocol. The resulting libraries were sequenced on the NovaSeq; paired-end 2X100. Libraries were prepared with an Illumina TruSeq Stranded mRNA kit using unique dual-indexing. Quality of sequencing for RNA reads were checked using FastQC. The adaptors and low-quality bases (Q < 20) were trimmed to a minimum of 36 base pairs using Trimmomatic (28). STAR was used to align Mus musculus GRCm39.104 reference genome with reads that passed quality control (29). To obtain raw counts, BAM files using Subread’s features Count function were transformed to log2 counts per million (CPM) (30). Genes with a low expression were filtered out and libraries normalized by trimmed mean of M values (31). R package, Limma, using the voom “With Quality Weights” function was used for differential expression and linear modeling (32). We did both Principal Component Analysis (PCA) and cluster analysis as part of the quality control (**Supplementary Figure 6**). Genes with an FDR adjusted p-values < 0.055 and a Log2FC ≥ 0.58 (1.5-fold increase) were considered significant and designated as differentially expressed genes (DEGs). Protocol was modified from previously described work (33).

Qiagen Ingenuity Pathway Analysis was used to generate potential upstream regulators from DEGs using the “Comparison Analysis” feature. Activation z-score, with associated p-value, was used to generate heatmaps of potential upstream regulators.

### 2.8 Quantitative real time polymerase chain reaction

For qRT-PCR verification of RNA-seq findings, complementary DNA was synthesized from pituitary, liver, and eWAT lysate (iScript, Bio-Rad, 170-8890), and qRT-PCR was performed using Power SYBR Green PCR Master Mix (Applied Biosystems, 4367659) and the QuantStudio 12K Flex system (Applied Biosystems, Life Technologies) as previously published (33). qPCR primers are listed in **Table 1**. Expression of each target was normalized to cyclophilin (*Ppia*), and fold-change was quantified using the delta-delta-CT method.

**Table 1:** Primers used for quantitative real time PCR.

Target	Reference Sequence #	IDT Assay ID	Forward Sequence	Reverse Sequence
Ppia	NM_008907.2	Custom Oligo	TGGTCTTTGGGAAGGTGAAAG	TGTCCACAGTCGGAAATGGT
Gh	NM_008117.3	Custom Oligo	CCTCAGCAGGATTTTCACCA	CTTGAGGATCTGCCCAACAC
Ghrhr	NM_001003685.3	Custom Oligo	ACCCGTATCCTCTGCTTGCT	AGGTGTTGTTGGTCCCCTCT
Ghsr	NM_177330.4	Custom Oligo	TCAGGGACCAGAACCACAAA	CCAGCAGAGGATGAAAGCAA
Lhb	NM_008497.2	Custom Oligo	TGTCCTAGCATGGTCCGAGT	AGGAAAGGAGACTATGGGGTCTA
Fshb	NM_008045.2	Custom Oligo	AGTTGATCCAGCTTTGCATCTT	GCCAGGCAATCTTACGGTCT
Scd1		Custom Oligo	CCCTCCTGCAAGCTCTACAC	CCATGGTGTTGGCAATGATA
Slc2a4		Custom Oligo	CAGCGCCTGAGTCTTTTCTT	GGCATTGATAACCCCAATGT
AdipoQ	NM_009605	Mm.PT.58.9719546	GCAGGATTAAGAGGAACAGGAG	TGTCTGTACGATTGTCAGTGG
Cd84	NM_013489	Mm.PT.58.31422111	CTTGTCCTTGTGTCCTTCGT	CATTTATTCCTCAGTGCAGCTTT
Cd68	NM_009853	Mm.PT.58.32698807	CCATGAATGTCCACTGTGCT	CACCTGTCTCTCTCATTTCCTT
Cd44	NM_009851	Mm.PT.58.12084136	CACCATTTCCTGAGACTTGCT	TCTGATTCTTGCCGTCTGC
Il1rn	NM_031167	Mm.PT.58.31759585	GATTCTGAAGGCTTGCATCTTG	TTGGAAGGCAGTGGAAGAC
Il7r	NM_008372	Mm.PT.58.14297778	TGACTTCCATCCACTTCCAAC	GCTTTCGCTATAGTTTTCTGCTT
Tnfaip2	NM009396	Mm.PT.58.5818667	GCCTCCAGCAATCTGATCT	TGCAGAACCTCTACCCCAA
Mmp12	NM_008605	Mm.PT.58.31615472	GCTCCTGCCTCACATCATAC	GGCTTCTCTGCATCTGTGAA
Pde3b	NM_011055	Mm.PT.58.11768018	CAACTCCATTTCCACCTCCA	GTCGTTGCCTTGTATTTCCC
Igf2bp2	NM_183029	Mm.PT.58.13181364	ACCATCCTCTCACTGACATCT	ACACATCAAACAGCTCGCT
Peg3	NM_008817	Mm.PT.58.5628746	TCTTGTCCTCTTTGAGTTCCAC	CAGAGATGATGACAGACGTTCC

IDT, Integrated DNA Technologies, Inc.

### 2.9 Statistics

Statistical analyses of mRNA and pituitary hormone levels were performed on 6 male mice and 5 ± 1 female mice per condition. For most analyses, a Two-Way ANOVA followed by Newman-Keul’s, Bonferroni’s, or Fisher’s Least Significant Difference *post hoc* tests (p<0.05 was considered significant) was used, unless otherwise indicated. Three-way ANOVA followed by Fisher’s LSD test or Student’s *t* test was used when appropriate. All statistical methods are described in the individual figure legends. Power analyses have been published (34).

## 3 Results

### 3.1 Impact of 20% maternal calorie restriction on weight and leptin of dams and progeny

This study, to our knowledge, is the first to characterize a model of maternal caloric restriction and subsequent effects on offspring in the “sighted” FVB mouse strain. Therefore, we undertook a comprehensive characterization of food intake, weight gain, and serum markers to determine the metabolic impact of our design on this strain.

Dam weight gain at PND1 indicated weight gain from E15 to PND1 and showed that FED and caloric restricted (CR20) dams had similar weight gain during pregnancy (**Figure 2A**). Litter size was not significantly decreased by mild maternal undernutrition at each neonatal time point (data not shown). After birth, CR20 dams gained significantly less weight than FED dams at PND5 and PND16 (**Figure 2A**). This lack of weight gain correlated with significantly lower levels of serum leptin in CR20 dams (**Figure 2C**; **Supplementary Figure 1**).

**Figure 2:**
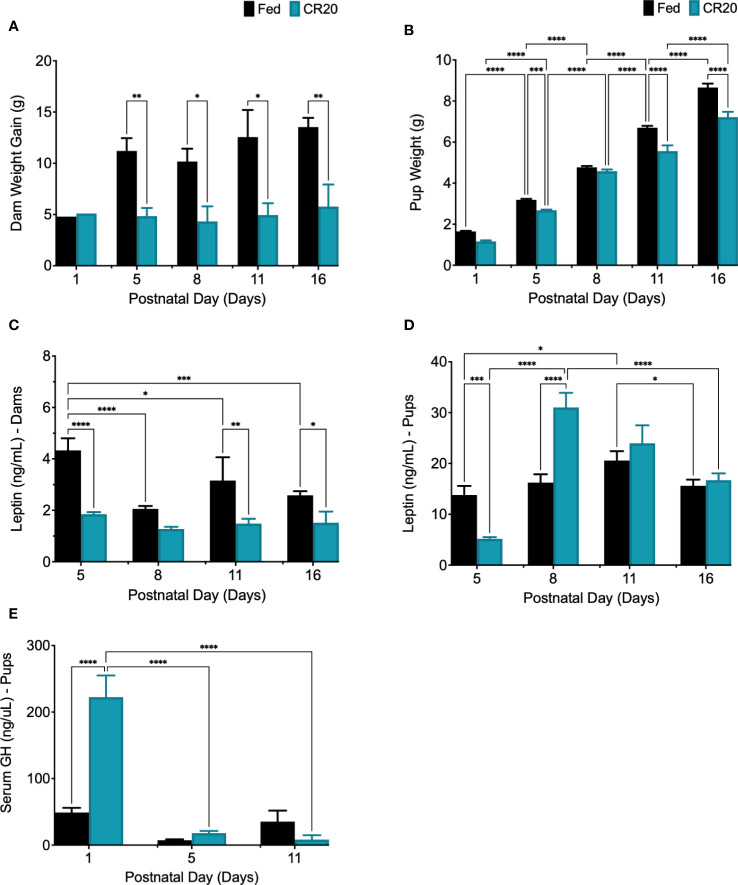
Characterizing postnatal leptin curve in offspring of FED and CR20 dams. **(A)** Dam weight gain (g) from D0 (mating) to euthanasia, PND5 (-6.35g, p = 0.0386) and PND16 (-7.76g, p = 0.0092). **(B)** Pup weight at euthanasia was less in CR20 pups: PND1 (-0.4875g, p<0.0001), PND5 (-0.514g, p = 0.0008), PND11 (-1.141g, p<0.0001), and PND16 (-1.445g, p<0.0001). **(C)** Dam serum leptin. **(D)** Fed pup serum leptin levels peaked at PND11 (+7070pg/mL from PND5 to PND11, p = 0.0260). **(E)** Serum GH was measured in PND1 (+173589pg/mL, p<0.0001), PND5, and PND11 pups by ELISA. For dam, n = 2-4 per condition and time point; error bars are SEM. For pups, n = 17-38 per condition and time point; error bars are SEM. Values that differ significantly between conditions: *p<0.05; **p<0.01, ***p<0.001, ****p<0.0001. Dam Weight: Two-way ANOVA F (4, 17) = 0.9019. Pup Weight: Two-way ANOVA F (4, 202) = 8.913 and Student’s t-test was used for pup weight at PND1. Leptin Dams: Two Way ANOVA F (3, 16) = 4.906. Leptin Pups: Two-Way ANOVA F (3, 130) = 16.40, among FED pup time points: One-way ANOVA F (3, 58) = 3.022, and among CR20 pup time points: One-way ANOVA F (3, 72) = 46.46. Serum GH: Two-way ANOVA F (2, 37) = 19.69; Serum IGF-1: Student’s t test, one-tailed, *p<0.02, t = 2.198, df = 9.

Pups from CR20 dams weighed significantly less than pups from FED dams at PND1, PND5, PND11, and PND16 (**Figure 2B**). Analysis of the postnatal leptin surge revealed that serum leptin peaked at PND11, in both male and female FED pups (**Figure 2D**). Since there were no sex differences for postnatal serum leptin among experimental groups, postnatal male and female data were combined. In pups from CR20 dams, the peak leptin expression was three days earlier (PND8) than that of the FED dam’s offspring (PND11) (**Figure 2D**). Serum leptin levels were significantly lower in CR20 dam pups on PND5 than in FED pups (-9777pg/mL, p<0.0001). On PND8, serum leptin levels from CR20 dam pups elevated by +11656pg/mL (p<0.0001) compared to FED dam pups (**Figure 2D**). This was followed by a decrease at PND11 and PND16 to levels not different from those in FED dam pups (**Figure 2D**). Although serum GH levels were elevated in CR20 dam pups on PND1 (**Figure 2E**), neither postnatal nor adult mice from any group had significant changes in serum GH (Supplementary **Figure 3**). Serum IGF-1 was measured in serum from PND16 mice, but there was no significant difference between FED and CR20 offspring (**Supplementary Figure 1B**).

**Figure 3:**
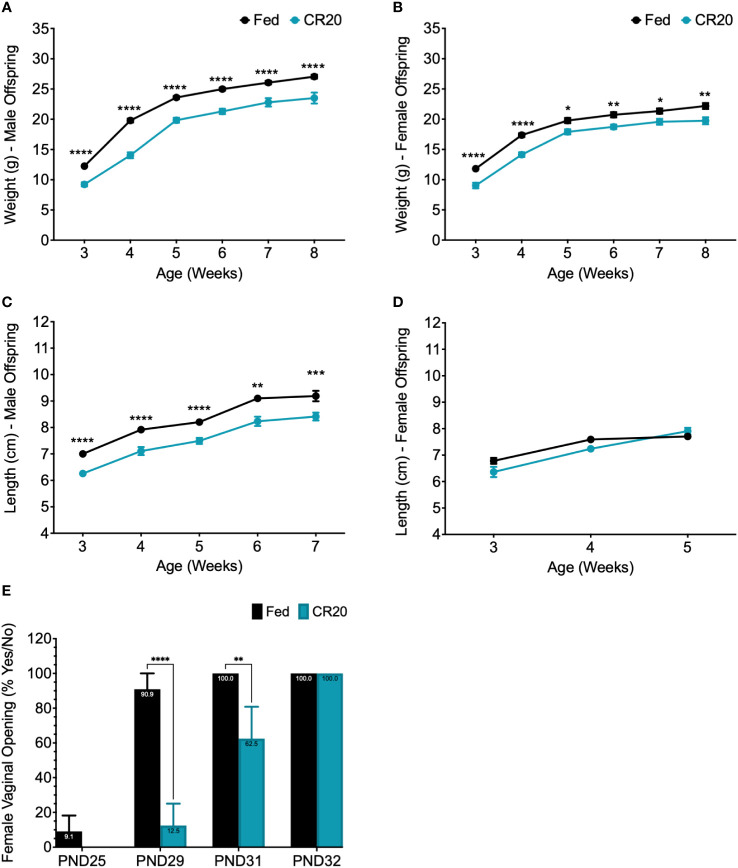
Weight and length of maturing offspring from CR20 and FED dams. The weight (g) of male **(A)** and female **(B)** offspring measured weekly starting at 3 weeks (weaning) to 8 weeks of age. Length (cm), from nose to anus, of male **(C)** and female **(D)** offspring starting at 3 weeks of age. Females were measured until 5 weeks, when length was shown to be not significant among conditions. **(E)** Female vaginal opening was determined (PND25-PND32) and numerical value given for “yes” = 100 and "no" = 0 for each mouse. For male offspring of each condition, n = 12. For female offspring, n = 11 from FED dams and n = 8 from CR20 dams. Values that differ significantly between conditions: *p<0.05; **p<0.01, ***p<0.001, ****p<0.0001. Two-way ANOVA: male weight - F (5, 122) = 3.181, female weight - F (5, 100) = 0.8753, male length - F (4, 86) = 0.09828, and female length - F (2, 51) = 4.641.

### 3.2 Impact of maternal undernutrition on pup maturation

Offspring weight and length were measured weekly from weaning (3 weeks of age) to adult (8 weeks of age). Weight of male and female offspring of CR20 dams increased with age but did not catch up in weight to FED dam offspring (**Figures 3A, B**). This difference in weight was maintained until 8 weeks of age in both sexes (**Figures 3A, B**). Male CR20 offspring were significantly shorter than FED dam pups from weaning to adulthood (**Figure 3C**). In contrast, nose to anus length of female offspring were not significantly different at any time point between CR20 and FED groups (**Figure 3D**). Vaginal opening in the CR20 dam pups was delayed by 2-3 days compared to FED dam pups (**Figure 3E**).

### 3.3 Responses to 10-week high fat diet by progeny from FED and CR20 dams

The “thrifty phenotype” hypothesis suggests that maternal undernutrition programs offspring for metabolic dysfunction (35, 36) and C57BL/6 male offspring were shown to gain more weight on a high fat diet as adults if born to undernourished dams (23). Our study shows a sex-specific response by underfed progeny to a 10-week (**Figure 4**) treatment of a 45% high fat diet starting at 8 weeks of age.

**Figure 4:**
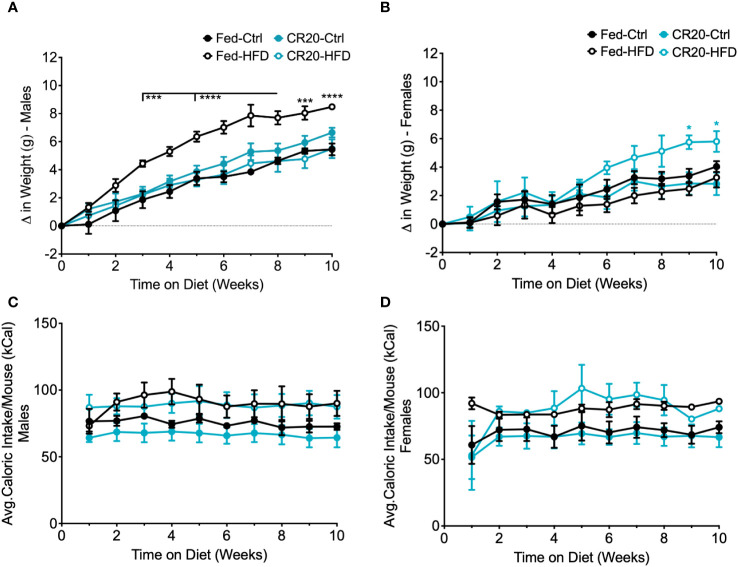
Weekly food intake, weight gain, and serum leptin of CR20 and FED offspring indicate that CR20 male offspring may be protected from diet induced weight gain on 10-week HFD. Weekly difference in weight gain in males **(A)** and female **(B)** due to diet and maternal nutrition. Average caloric food intake (kcal) per mouse for each week on the diet for males **(C)** and females **(D)**. n = 6 per condition for males, n = 5-6 for FED females per condition and n = 4 for CR20 females per condition. Significant difference between HFD vs. CTRL among FED group: ***p<0.001, ****p<0.0001.

Among the adult males, only FED dam progeny on the high fat diet (FED-HFD) showed a significant increase in weight (**Figure 4A**). Adult males from the CR20 dams did not gain significantly more weight due to the HFD and thus appeared to be resistant to HFD induced weight gain (**Figure 4A**). In contrast, CR20-HFD females gradually increased in weight starting at 6 weeks on the HFD, and by 8 weeks, weight was significantly different than all three other groups (**Figure 4B**). The average food intake for adult offspring, irrespective of diet, was equivalent in term of kilocalories (Three-way ANOVA, **Figures 4C, D**).

### 3.4 Changes in serum hormone and adipokines in progeny from FED and CR20 dams on 10-week diet

The adipokine, leptin, is known to correlate with adiposity and assessed to further characterize the effect of maternal diet combined with nutrient stress. We found that correlation with their significant weight gain, FED-HFD males had higher levels of serum leptin compared to FED-CTRL males at 10 weeks of treatment (**Figure 5A**). The lack of weight difference between CTRL and HFD adult males from CR20 dams corresponded with the lack of change in serum leptin (**Figure 5A**). Despite the significant increase in CR20-HFD female weight gain, serum leptin levels were not significantly different among the HFD female groups following 10 weeks (**Figure 5B**).

**Figure 5:**
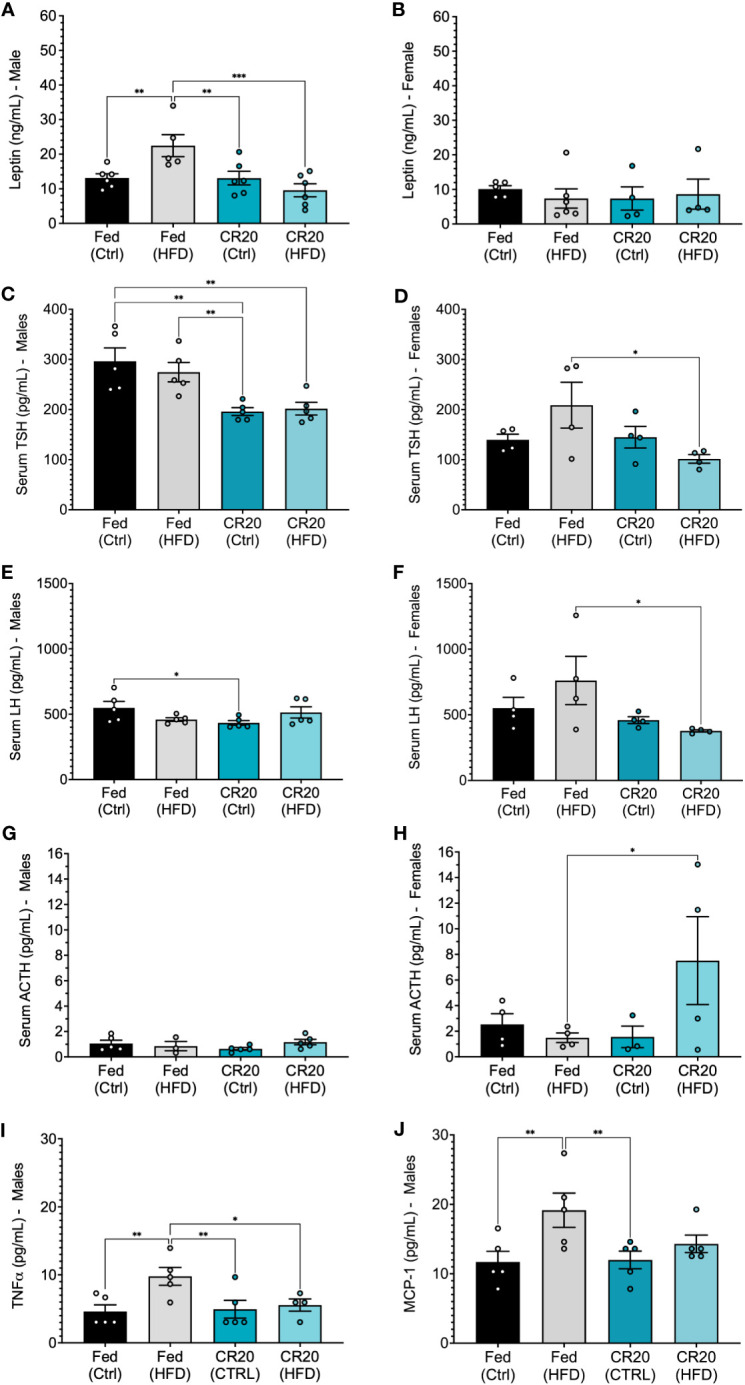
Serum hormone expression in male and female offspring, and male serum adipokines of 10-week treated mice. Leptin levels (ng/mL) in **(A)** male (FED-HFD vs FED-CTRL, +59%, p=0.0365) and **(B)** female CR20 and FED offspring at the conclusion of feeding on the diet. Serum TSH **(C, D)**, LH **(E, F)**, and ACTH **(G, H)** expression in male and female offspring of FED and CR20 dams. Serum adipokines, TNFα **(I)** and MCP-1 **(J)** in male offspring. n = 4-5 per condition for males and n = 4 for females per condition. Error bars are SEM. ANOVA followed by Fisher’s LSD test. *p<0.05; **p<0.01, ***p<0.001.

Since, pituitary products have been shown to be sensitive to nutritional status, we quantified serum hormone changes in the CTRL and HFD adult mice born to either FED or CR20 dams. Serum levels of all major pituitary hormones were quantified in all groups, but only TSH, LH and ACTH were significantly altered (**Figure 5**). TSH is involved in obesity through 1) insulin inhibited deodinase (less T3, high T4), which provides no negative feedback and resulting in high TSH, and 2) leptin is a stimulator of TRH (hypothalamus) which could increase TSH (37). Maternal caloric restriction significantly suppressed TSHß secretion in males regardless of offspring diet (**Figure 5C**). The maternal CR also significantly decreased serum LH levels in CR20-CTRL males (**Figure 5E**) and had no effect on serum ACTH (**Figure 5G**). Adult female offspring showed similar, significant trends in serum levels of both TSHß and LHß; FED-HFD females had slightly *higher* TSHß and LHß than FED-CTRL females, while CR20-HFD females had slightly *lower* serum TSHß and LHß compared to the CR20 controls. This results in statistically significant differences between the FED-HFD and CR20-HFD for both hormones (**Figures 5D, F**). In addition, the female CR20-HFD offspring had significantly increased serum ACTH levels compared to FED-HFD females (**Figure 5H**). No significant differences were found in serum PRL levels across any of the groups.

Since male, but not female, CR20 offspring showed resistance to weight gain in response to the HFD after 10 weeks, male serum was further probed for levels of adipokines and insulin. TNFα and MCP-1 were elevated among FED-HFD males, corresponding with their weight gain and suggestive of adipose tissue inflammation (**Figures 5I, J**). Insulin trended lower in the CR20-HFD males, but this was not statistically significant. The serum adipokines, resistin, IL-6, and PAI-1, were not changed among any of the groups (**Supplementary Figure 3**).

### 3.5 Response by male pituitary, eWAT, and liver transcriptome to maternal undernutrition and 10-week HFD challenge

Though our targeted approach revealed interesting hormonal changes, we next wanted to utilize an unbiased approach to determine the impact of the maternal nutrition-adult nutrient stress model on the global pituitary transcriptome. Since the adult male FED offspring were responsive to the HFD and CR20 offspring showed resistance to weight gain, we focused on males for this unbiased ‘omics’ study. Since, the adipose tissue and liver are central in whole body energy homeostasis, in addition to the pituitary, we included liver and epididymal white adipose tissue (eWAT) in our analyses to discern the genes and pathways involved in the protection against weight gain on a HFD in the CR20-HFD group. All three tissues (pituitary, eWAT, and liver) were assessed by RNA sequencing (RNAseq). 

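RNA from the pituitary, eWAT and liver of 24 male mice was sequenced in 72 libraries, and each of the 4 groups held 6 mice. FED mice were born to dams fed freely and CR20 mice to dams whose food was reduced by 20%. The offspring ate a diet with 10% fat (CTRL) or 45% fat (HFD). The paper gives 10 weeks on the diet for these mice, and the sample labels leave this time open. The labels give the 3 tissues of a mouse the same animal number, and the 4 groups hold different mice. The authors trimmed the reads, aligned them with STAR to the mouse genome GRCm39, counted the reads on each gene with featureCounts, and deposited the counts per Ensembl gene without normalization. Of the genes counted, 54749 were given a name from the GENCODE M39 annotation of GRCm39, and 667 had no match there. In the pituitary, the total count per mouse ranged from 19873969 to 23666117 (median 22201391.5) in FED-CTRL and from 18299494 to 23393946 (median 20783817) in FED-HFD. The pituitary totals of the offspring of CR20 dams ranged from 20669704 to 24369270 (median 22109486) in CR20-CTRL and from 19255372 to 27601208 (median 21649068) in CR20-HFD. In the eWAT, the total count per mouse ranged from 18896702 to 22364963 (median 20785892) in FED-CTRL and from 12042184 to 20424409 (median 19199175) in FED-HFD. The eWAT totals of the offspring of CR20 dams ranged from 11589675 to 21401722 (median 19871177.5) in CR20-CTRL and from 12855046 to 21046778 (median 18922674) in CR20-HFD. In the liver, the total count per mouse ranged from 12889761 to 19144967 (median 17987921) in FED-CTRL and from 9842813 to 17254678 (median 13463662.5) in FED-HFD. The liver totals of the offspring of CR20 dams ranged from 12717080 to 19928212 (median 16017852) in CR20-CTRL and from 12099226 to 17056194 (median 13194155) in CR20-HFD. A gene with 3 counts, taken here as the smallest detectable number, stood at 0.109 to 0.305 CPM (counts scaled to the library total) depending on the library, a limit that covers counting error only. The paper's text names a stranded library kit and no strand setting for the counting, so the counts of overlapping and antisense genes are uncertain.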

Four differential expression comparisons were performed for each tissue’s RNA-seq datasets: CR20-CTRL vs FED-CTRL, CR20-HFD vs FED-HFD, FED-HFD vs FED-CTRL, and CR20-HFD vs CR20-CTRL. 

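The 24 libraries of each tissue were fitted together, with a mean for each of the 4 groups, by edgeR's quasi-likelihood test on the deposited counts with TMM normalization. Genes with low counts were left out by edgeR's filterByExpr function, which kept 16657 genes in the pituitary, 15964 in eWAT and 13787 in liver. The p-values were adjusted over the tested genes of each comparison by the Benjamini-Hochberg method. Genes of eWAT and liver were called at an adjusted p-value of at most 0.055 and an absolute log2 fold change (log2FC) of at least 1, as in the legends of Figures 6 and 7. Pituitary genes were called at an adjusted p-value under 0.05 with no minimum log2FC. A difference between CR20 and FED mice in their response to the HFD was tested as the interaction, which is the log2FC of CR20-HFD vs CR20-CTRL minus that of FED-HFD vs FED-CTRL. Single genes were also compared by a two-sided exact permutation test of log2 CPM over all 924 ways of dividing 12 mice into groups of 6, for which the smallest possible p-value is 0.00216.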

Differential expression analysis of the pituitary RNA-sequencing data revealed no significant differences in gene expression among any of the groups with the adj. p-value threshold set at <0.05. (**Supplementary Tables 1**, **2**). This data is supported by modest transcriptomic changes observed by single-cell RNAseq analysis of FVB males exposed to a 60% HFD for 10 and 15 weeks at thermoneutral temperatures (38).

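In edgeR's quasi-likelihood test, the smallest adjusted p-value of any pituitary gene was 0.0632 in FED-HFD vs FED-CTRL, 0.0682 in CR20-CTRL vs FED-CTRL, 0.34 in CR20-HFD vs CR20-CTRL and 0.388 in CR20-HFD vs FED-HFD, so 0 genes were called. The unadjusted p-value was under 0.05 for 2887 genes in CR20-CTRL vs FED-CTRL, 1606 in FED-HFD vs FED-CTRL, 1212 in CR20-HFD vs CR20-CTRL and 1127 in CR20-HFD vs FED-HFD. The interaction gave 0 genes as well, with 1833 at an unadjusted p-value under 0.05. The count of CR20-CTRL vs FED-CTRL moved most without FED-CTRL mouse 42, to 543 genes, and DESeq2's Wald test called 371, where limma's voom with quality weights, the test named in the methods, called 284. Voom without quality weights called 0 genes (smallest adjusted p-value 0.0655). In all, 6 of the 10 alternatives and 8 of the 12 leave-one-out fits called 0 genes in this comparison. The paper's log2FC values for 904 pituitary genes in FED-HFD vs FED-CTRL lay nearest to voom without quality weights. The median absolute difference was 5.04e-08 without the weights and 0.0345 with them. Growth hormone (Gh, ENSMUSG00000020713, chromosome 11 from 106191095 to 106192691 of GRCm39) had a log2 CPM of 17.93 ± 0.29 (SD, n = 6) in FED-CTRL, 18.07 ± 0.31 (SD, n = 6) in FED-HFD, 18.06 ± 0.23 (SD, n = 6) in CR20-CTRL and 18.07 ± 0.16 (SD, n = 6) in CR20-HFD. Its largest log2FC was 0.14 in FED-HFD vs FED-CTRL (standard error 0.126, edgeR adjusted p = 0.768). The receptor genes Ghrhr and Ghsr had their smallest edgeR p-values in CR20-HFD vs CR20-CTRL, with a log2FC of 0.12 (adjusted p = 0.855, CR20-HFD mouse 7 lying far below the others) and 0.67 (adjusted p = 0.666). Fshb differed most in CR20-CTRL vs FED-CTRL, by a log2FC of 0.31 (edgeR adjusted p = 0.257). The annotation gives the name Lhb to 2 overlapping genes, ENSMUSG00000118462 with at most 17 counts in any of the 24 pituitary libraries and ENSMUSG00000100916 with 0 in all of them, so the amount of this hormone's RNA cannot be read from the counts.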

#### 3.5.1 eWAT transcriptomics

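Over the 4 comparisons, 1627 calls on 1031 different genes were made in eWAT and 65 calls on 54 genes in liver, while the pituitary had 0 calls.

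**Figure D1:**
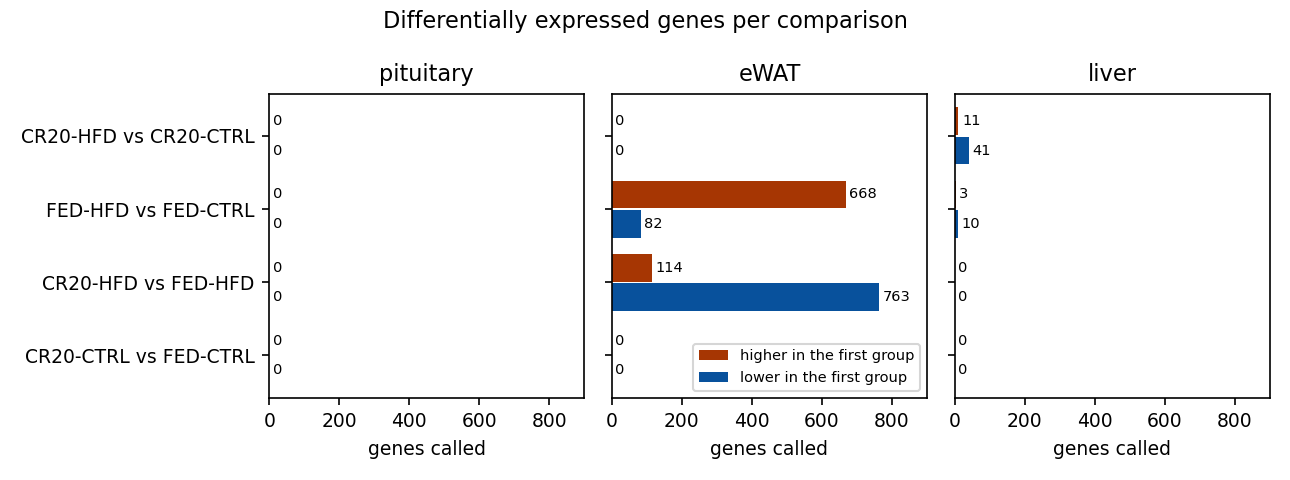
Number of genes called in each tissue and comparison, with genes higher and lower in the first-named group drawn separately. The eWAT comparisons CR20-HFD vs FED-HFD and FED-HFD vs FED-CTRL hold all calls made in that tissue.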

Out of the three tissues analyzed, the eWAT had the largest total number of differentially expressed genes. The RNAseq analysis of eWAT revealed statistically significant differentially expressed genes (DEGs) (-log_10_adj. p-value>1.3, log2FC>1) from the following comparisons: CR20-HFD vs FED-HFD (140 genes upregulated, 642 downregulated) and FED-HFD vs FED-CTRL (517 upregulated, 135 downregulated) (**Figures 6A, B**). 

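By edgeR's quasi-likelihood test, 114 genes were upregulated and 763 downregulated in CR20-HFD vs FED-HFD, and 668 were upregulated and 82 downregulated in FED-HFD vs FED-CTRL. Among the genes upregulated in CR20-HFD vs FED-HFD, the smallest p-values were those of Pacsin3, Lpar4 and Tmem271rt, with a log2FC of 1.19 (standard error 0.191, adjusted p = 0.000611), 1.25 (standard error 0.214, adjusted p = 0.000854) and 1.79 (standard error 0.307, adjusted p = 0.000854) from edgeR. Among the downregulated genes they were those of Ccr2, Pira2 and Atp8b4, with an edgeR log2FC of -1.30 (standard error 0.153, adjusted p = 0.000214), -2.36 (standard error 0.317, adjusted p = 0.000522) and -2.63 (standard error 0.359, adjusted p = 0.000522). In FED-HFD vs FED-CTRL, the smallest p-values of upregulated genes were those of Ubd, Art2a and Pdk4, with an edgeR log2FC of 2.94 (standard error 0.372, adjusted p = 0.000731), 3.97 (standard error 0.537, adjusted p = 0.00115) and 1.72 (standard error 0.253, adjusted p = 0.00212). The downregulated genes with the smallest p-values were Reep1, Slc2a13 and Fgf11, with an edgeR log2FC of -1.09 (standard error 0.171, adjusted p = 0.00297), -1.28 (standard error 0.222, adjusted p = 0.00297) and -1.13 (standard error 0.209, adjusted p = 0.00297). The groups did not overlap for any of these 12 genes, each with an exact permutation p-value of 0.00216, the smallest that 6 mice against 6 allow. The genes were chosen by their small p-values in the same mice, which by itself favours groups that do not overlap. Pira2 and Art2a belong to families of closely related genes, so their share of the reads is uncertain. A minimum log2FC of 0.58 in place of 1 moved both counts most, to 1554 and 1278 genes. With each mouse left out in turn, from 447 to 1024 genes were called in CR20-HFD vs FED-HFD and from 321 to 904 in FED-HFD vs FED-CTRL, the lowest count of both in the fit without FED-HFD mouse 23.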

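Between the eWAT of CR20-HFD and CR20-CTRL mice, 0 genes were called by edgeR's quasi-likelihood test, and 962 of the tested genes, or 6.03%, had an unadjusted p-value under 0.05. The median over genes of the SD between mice was 0.335 log2 CPM in CR20-CTRL, 0.236 in CR20-HFD, 0.18 in FED-CTRL and 0.316 in FED-HFD.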

Notably, there were no significant changes when CR20-HFD eWAT gene expression was compared with that of the CR20-CTRL males (**Supplementary Table 3**). This corresponds well with the lack of weight gain in the CR20-HFD group.

**Figure 6:**
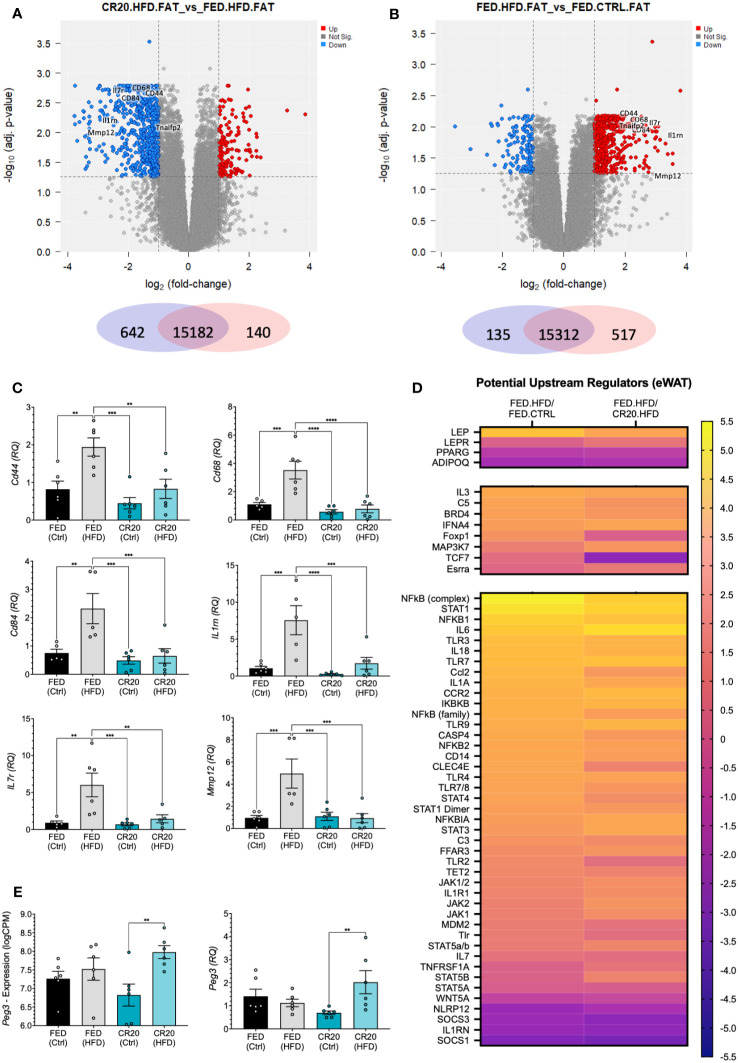
eWAT transcript expression by RNAseq of FED and CR20 male offspring fed either a CTRL or HFD for 10-weeks. Volcano plots of differentially expressed genes (logFC >= 1, adj. p-value <= 0.055) CR20.HFD vs. FED.HFD **(A)** and FED.HFD vs. FED.CTRL **(B)** comparisons. **(C)** qRT-PCR validation of identified cytokines in RNAseq data: *Cd44*, *Cd68*, *Cd84*, *Il1rn*, *Il7r*, and *Mmp12*. **(D)** Heatmap of potentially upstream regulators derived from IPA comparison analysis of DEG’s, separated by genes most associated with obesity, also associated with obesity, and considered protective against obesity. **(E)** Individual mouse RNAseq expression (logCPM, logFC = 1.156, adj. p=0.0018), and qRT-PCR (RQ, FC=2.912, p=0.0064) expression of Peg3. n = 6. Error bars are SEM. ANOVA followed by Fisher’s LSD test. Values that differ significantly between conditions: **p<0.01, ***p<0.001, ****p<0.0001.

To discern *why* the CR20 males responded differently to the HFD as compared to the FED-HFD, we identified inflammatory cytokines that were differentially expressed in the CR20-HFD vs FED-HFD and FED-HFD vs FED-CTRL comparisons (**Figures 6A, B**; **Supplementary Tables 3**, **4**). 

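Of the 750 genes called in FED-HFD vs FED-CTRL and the 877 called in CR20-HFD vs FED-HFD, 596 were called in both. Of the shared genes, 574 were upregulated in FED-HFD vs FED-CTRL and downregulated in CR20-HFD vs FED-HFD, 22 changed the other way, and 0 changed in the same direction. The same 6 FED-HFD mice stand on opposite sides of the 2 comparisons, so a gene that is high or low in those mice alone changes in opposite directions in them.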

Identified cytokines (Cd44, Cd68, Cd84, Il1rn, Il7r, Tnfaip2, and Mmp12) were *upregulated* in the FED-HFD vs FED-CTL but *downregulated* in the CR20 males when both HFD groups were compared. 

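Cd44 (ENSMUSG00000005087, chromosome 2 from 102641486 to 102732010 of GRCm39) had an edgeR log2FC of 1.72 (standard error 0.287, adjusted p = 0.00297) in FED-HFD vs FED-CTRL and -1.83 (standard error 0.288, adjusted p = 0.000601) in CR20-HFD vs FED-HFD. Its log2 CPM was 5.75 ± 0.29 (SD, n = 6) in FED-CTRL, 7.32 ± 0.75 (SD, n = 6) in FED-HFD, 5.68 ± 0.49 (SD, n = 6) in CR20-CTRL and 5.62 ± 0.39 (SD, n = 6) in CR20-HFD. The log2FC of Cd68 (ENSMUSG00000018774, chromosome 11 from 69555037 to 69557067) was 2.11 (edgeR adjusted p = 0.00297) with the HFD in FED mice and -2.25 (adjusted p = 0.000611) between the HFD groups. For Cd84 (ENSMUSG00000038147, chromosome 1 from 171667263 to 171720036) these values were 2.25 (edgeR adjusted p = 0.00336) and -2.58 (adjusted p = 0.000859). Il1rn (ENSMUSG00000026981, chromosome 2 from 24226865 to 24241506) changed by 3.65 (edgeR adjusted p = 0.00297) and -3.51 (adjusted p = 0.00125). Il7r (ENSMUSG00000003882, chromosome 15 from 9505874 to 9530262) had a log2FC of 2.54 (edgeR adjusted p = 0.00297) and -2.94 (adjusted p = 0.000718). The changes of Tnfaip2 (ENSMUSG00000021281, chromosome 12 from 111408858 to 111421452) were 1.66 (edgeR adjusted p = 0.00326) and -1.58 (adjusted p = 0.00205), and CR20-CTRL mouse 48 was low for this gene. Mmp12 (ENSMUSG00000049723, chromosome 9 from 7344381 to 7369499) changed by 3.56 (edgeR adjusted p = 0.00745) and -4.10 (adjusted p = 0.0023), the largest change of the 7 genes between the HFD groups. All 7 genes were called in both comparisons, with exact permutation p-values between 0.00216 and 0.00433. The log2FC of each of the 7 genes was smallest in size in the fit without FED-HFD mouse 23, at 2.185 and -2.717 for Mmp12. Over the leave-one-out fits, no edgeR adjusted p-value of the 7 genes rose above 0.0445 and 0.0096 in the 2 comparisons.

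**Figure D2:**
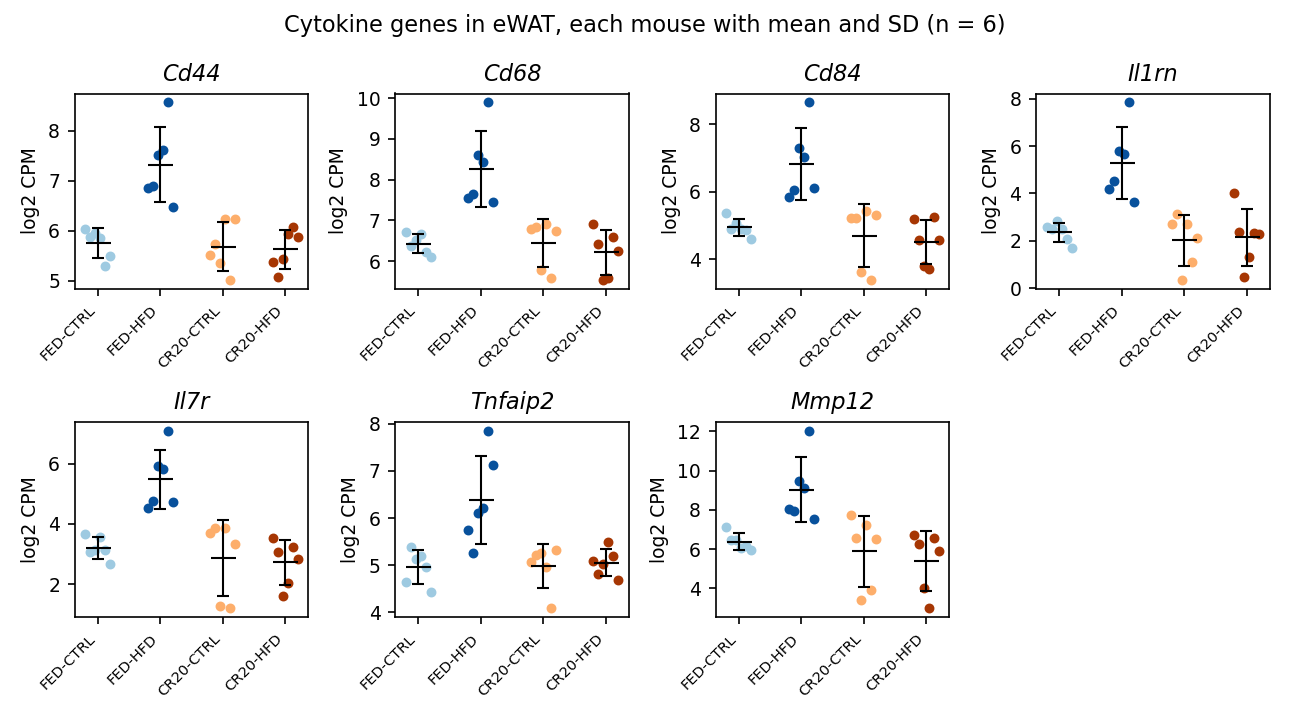
Log2 CPM of the 7 genes in the eWAT of each mouse, by group, with the mean and SD of 6 mice. The points of FED-HFD lie higher than most points of the other 3 groups.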

We confirmed these results with qRT-PCR of each target (**Figure 6C**). These same cytokines were *unchanged* in the CR20-HFD compared to CR20-CTRL (**Figure 6C**). Thus, the high fat diet did induce pro-inflammatory gene expression in the eWAT of normal FED dam male offspring, but not in the CR20 male offspring.

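In CR20-HFD vs CR20-CTRL, the edgeR log2FC of the 7 genes lay between -0.69 and 0.25, with adjusted p-values from 0.951 to 0.991 and exact permutation p-values from 0.502 to 0.868. The log2FC was above 0 for 2 of them and below 0 for 5. The sign of this change differed from the one given here for Cd44, Cd84, Il7r and Mmp12 with limma's voom with quality weights, and for Tnfaip2 with the animal-number range as a covariate.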

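The difference between CR20 and FED mice in the response to the HFD was itself past the thresholds for 7 of the 7 genes, with an interaction log2FC from -4.26 to -1.62 and edgeR adjusted p-values from 0.0322 to 0.0534. Over all tested genes, the interaction was positive for 7 called genes and negative for 356. The smallest p-values were those of Dusp8, Bvht and 5430425K12Rik among the positive genes, with an interaction of 1.21, 1.00 and 1.96, and of Ipcef1, Dhrs9 and Runx1 among the negative genes, with -2.48, -2.99 and -1.77. Bvht was no longer called in 7 of 8 alternatives and 5430425K12Rik in 3 of 7, and each of the others in 1 of 8. The counts of 5430425K12Rik were low, at most 30 in a FED-CTRL and 7 in a FED-HFD library. The interaction count depended on the fit, with 0 genes by limma's voom without quality weights and 0 genes in 9 of the 24 fits that each left out a mouse. It was 109 by voom with quality weights, 665 by DESeq2's Wald test and at most 602 with a mouse left out. The summed CPM of 12 macrophage genes was 2027 ± 296 (SD, n = 6) in FED-CTRL, 4201 ± 2647 (SD, n = 6) in FED-HFD, 1984 ± 430 (SD, n = 6) in CR20-CTRL and 1814 ± 311 (SD, n = 6) in CR20-HFD. FED-HFD mouse 23 raised the mean of its group, with a log2 sum of 13.21 against 11.13 to 11.93 in the other FED-HFD mice. The paper reports upregulation of the cytokine genes in FED-HFD, their downregulation in CR20-HFD against FED-HFD, and qRT-PCR of each gene. From these results and the lack of change between the CR20 groups, it concludes that the HFD induced pro-inflammatory gene expression in the eWAT of FED but not CR20 males.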

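At an adjusted p-value under 0.05 in edgeR's quasi-likelihood test and a log2FC of at least 0.58 in either direction, 370 eWAT genes were higher and 1135 lower in CR20-HFD than in FED-HFD. Between FED-HFD and FED-CTRL, 1003 genes were higher and 239 lower at the same thresholds.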

The Ingenuity Pathway Analysis (IPA) feature “Comparison Analysis” was used to determine correlations among significantly changed genes (adj. p-value<0.05, logFC>0.58) in the CR20-HFD vs FED-HFD and FED-HFD vs FED-CTRL comparisons. A subsequent upstream regulator analysis inferred the effects that various upstream regulators may be imparting on genes/pathways in our data sets. Predicted upstream regulators effects are designated as either “activated” or “inhibited”, with either a positive or negative activation z-score indicating whether there is increased activation, decreased activation, increased inhibition, or decreased inhibition. Based on existing literature, we identified upstream regulators “associated with obesity”, “closely associated with obesity”, and “protective against obesity when reduced”, all listed in **Supplementary Table 5** (39, 40). Using the z-score we generated a heat map. Initial CR20-HFD vs FED-HFD comparison appeared to directly go the opposite of the FED-HFD vs FED-CTRL regulators. 

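The regulator scores come from the IPA knowledge base and were not analysed here, and what follows concerns the genes themselves. At the IPA thresholds, 958 genes passed in both comparisons with opposite signs and 0 with the same sign. Across all tested genes, which are not independent replicates, Pearson's r between the log2FC of the 2 comparisons was -0.84. The log2FC of both comparisons holds the FED-HFD mean, with opposite signs.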

We inverted the analysis, instead comparing FED-HFD vs CR20-HFD, to determine if the CR20-HFD differed from the FED-CTRL. **Figure 6D** illustrates the activation z-score for each of these upstream regulators, and in most cases, the FED-HFD vs CR20-HFD comparison is predicted to change in the same direction as potential upstream regulator with the FED-HFD vs FED-CTRL comparison. This indicates that, when compared to FED-HFD, the CR20-HFD males are not unlike the FED-CTRL males, corresponding with the failure of CR20 males to gain weight on the HFD.

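Compared directly, CR20-HFD and FED-CTRL eWAT differed by 0 genes at the thresholds, with a smallest edgeR adjusted p-value of 0.0718 and 1119 genes at an unadjusted p-value under 0.05. With limma's voom with quality weights, 21 genes were called. DESeq2's Wald test called 0, with a smallest adjusted p-value of 8.83e-05. Of 100 groupings of these mice, the real one included, 4 gave as many genes at an unadjusted p-value under 0.05 by edgeR. The genes upregulated in FED-HFD vs FED-CTRL had a median log2FC of -0.06 in CR20-HFD vs FED-CTRL, and the downregulated genes had -0.39.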

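For CR20-HFD vs CR20-CTRL in eWAT, the smallest adjusted p-value of any gene was 0.789 by edgeR's quasi-likelihood test, 0.295 by limma's voom with quality weights and 0.508 without them. DESeq2's Wald test gave 0.0448, and no gene under 0.055 in it reached a log2FC of 1.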

As mentioned, there were no DEGs identified in the CR20-HFD vs CR20-CTRL comparison when our standard constraints were applied (adj. p-value<0.05, logFC>0.58). This is highly significant, as the HFD had seemingly no major effect on gene expression in the eWAT. This is quite the opposite of what was seen with the FED groups, wherein 652 genes were differentially expressed with the HFD treatment. 

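The genes upregulated in FED-HFD vs FED-CTRL had a median log2FC of 1.46 there and -0.18 in CR20-HFD vs CR20-CTRL. For the downregulated genes the medians were -1.23 and -0.40. Of all these genes, 239 changed in the same direction in both. The genes were chosen by their change in the FED mice, which by itself makes the medians larger there.

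**Figure D3:**
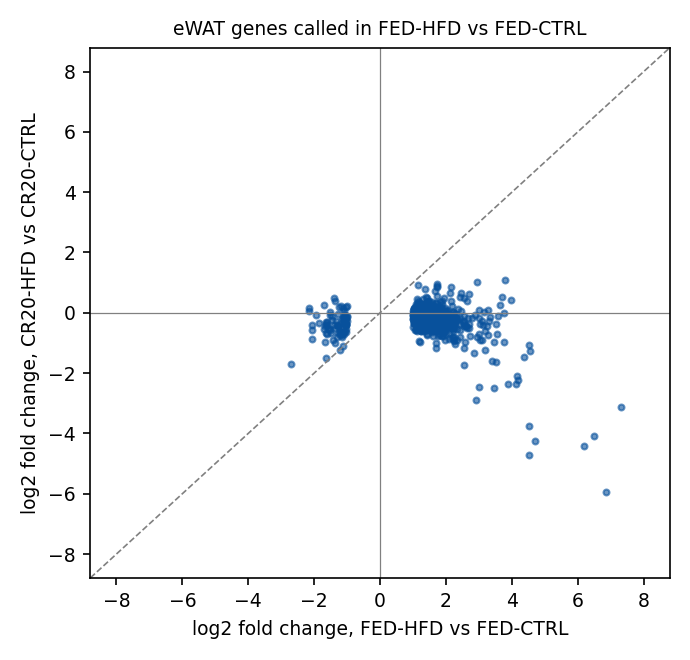
Log2FC with the HFD in CR20 mice (vertical axis) against that in FED mice (horizontal axis) for the eWAT genes called in FED-HFD vs FED-CTRL, each point a gene. All points lie at least 1 from 0 on the horizontal axis, and most lie near 0 on the vertical axis.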

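At an unadjusted edgeR p-value under 0.05 and a log2FC of at least 0.58 in either direction, 578 eWAT genes passed between CR20-HFD and CR20-CTRL, 83 higher and 495 lower in CR20-HFD. Of 100 groupings of the CR20 mice, the real one included, 54 gave as many, so the number is no larger than random grouping gives. The number moved most with no filter, to 1976, and was 202 with limma's voom without quality weights. The excess of lower genes was smaller by voom, with 91 higher and 120 lower with quality weights and 76 and 126 without them. With each mouse left out in turn it ranged from 198, without CR20-CTRL mouse 5, to 818.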

When statistical constraints were relaxed to consider DEGs with a non-adjusted p-value<0.05, we were able to identify a small number of DE genes in the CR20 FED vs HFD comparison (**Figure 6E**). 

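Peg3 (ENSMUSG00000002265) is a protein-coding gene on chromosome 7 of GRCm39 from 6706882 to 6733468. Its log2 CPM in eWAT was 7.26 ± 0.49 (SD, n = 6) in FED-CTRL, 7.52 ± 0.73 (SD, n = 6) in FED-HFD, 6.82 ± 0.72 (SD, n = 6) in CR20-CTRL and 7.98 ± 0.43 (SD, n = 6) in CR20-HFD.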

Out of these genes, the most relevant to our study was paternally expressed 3 (*Peg3*), a transcription factor negatively correlated with adiposity (41). In CR20-HFD males, *Peg3* was significantly increased and was the only gene changed with HFD treatment that was specific to the CR20 males. This finding was confirmed with qPCR (**Figure 6E**).

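The log2FC of Peg3 in CR20-HFD vs CR20-CTRL was 1.05 (standard error 0.322), with an unadjusted edgeR p-value of 0.00332, an adjusted p-value of 0.789 and an exact permutation p-value of 0.00866 (n = 6 mice per group). In the same comparison, 43 genes had a smaller p-value. In FED-HFD vs FED-CTRL its log2FC was 0.33 (standard error 0.319, exact permutation p = 0.478). In FED mice, limma's voom with quality weights gave a log2FC of 0.54, with a limma p-value of 0.0419 unadjusted and 0.133 adjusted. The difference between the 2 changes was 0.72 (standard error 0.451, edgeR adjusted p = 0.394 for the interaction). Over the 9 other settings that were run, the adjusted p-value in CR20-HFD vs CR20-CTRL lay between 0.327 and 0.996. Of the genes that passed the relaxed thresholds between the CR20 groups, 494 had an unadjusted p-value of 0.05 or more in FED-HFD vs FED-CTRL, and the interaction of 147 of those had an unadjusted p-value under 0.05.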

#### 3.5.2 Liver transcriptomics

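In liver, the interaction between maternal group and diet called 0 genes in edgeR's quasi-likelihood test, with 242 genes at an unadjusted p-value under 0.05. CR20-HFD vs FED-HFD also gave 0 genes (smallest adjusted p-value 0.0675, 493 genes at an unadjusted p-value under 0.05), as did CR20-CTRL vs FED-CTRL (299 genes at an unadjusted p-value under 0.05). Limma's voom with quality weights called 0 genes in all 3 as well. Its genes at an unadjusted p-value under 0.05 were more, 482 for the interaction, 1331 in CR20-HFD vs FED-HFD and 1373 in CR20-CTRL vs FED-CTRL. Pearson's r across genes between the log2FC with the HFD in FED and in CR20 mice was 0.43 over all tested genes and 0.94 over the genes called in either, where genes are not independent replicates and the second value is raised by the choice of called genes.

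**Figure D4:**
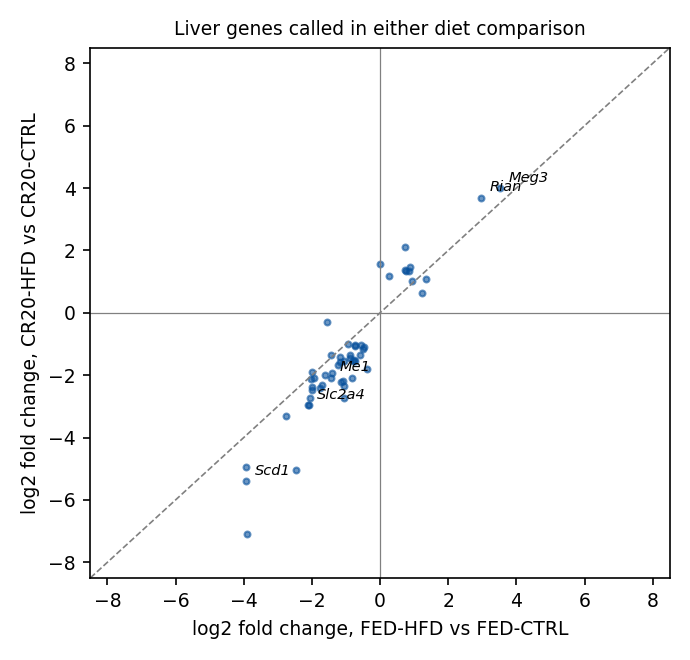
Log2FC with the HFD in CR20 mice (vertical axis) against that in FED mice (horizontal axis) for the liver genes called in either diet comparison, each point a gene. Nearly all points lie in the upper right or lower left of the plot.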

Maternal undernutrition did not affect how the liver responded to the HFD. RNAseq analysis revealed DEGs (-log_10_adj. p-value>1.3, log2FC>1) only in the FED-HFD vs FED-CTRL (2 upregulated, 10 downregulated) and the CR20-HFD vs CR20-CTRL (2 upregulated, 21 downregulated) comparisons (**Figures 7A, B**; **Supplementary Tables 6**, **7**). 

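In FED-HFD vs FED-CTRL, 3 liver genes were upregulated and 10 downregulated by edgeR's quasi-likelihood test, and in CR20-HFD vs CR20-CTRL 11 were upregulated and 41 downregulated. Both comparisons called 11 genes, 2 upregulated and 9 downregulated in each. Of the 52 genes called in the CR20 mice, 51 changed in the same direction in the FED mice. The upregulated genes with the smallest p-values in FED mice were Eif4e3, Gpc1 and Meg3, with an edgeR log2FC of 1.35 (standard error 0.237, adjusted p = 0.0149), 1.22 (standard error 0.226, adjusted p = 0.0241) and 3.53 (standard error 0.699, adjusted p = 0.0385), the last with few counts in the CTRL groups. Besides Scd1, the downregulated genes with the smallest p-values there were Fabp5 and Gm6166, with -1.98 (standard error 0.319, adjusted p = 0.0119) and -2.02 (standard error 0.338, adjusted p = 0.0119) from edgeR. Gm6166 is annotated as a processed pseudogene, and whether its counts are separate from those of a similar gene is uncertain. In CR20 mice, Cyp2c37, Meg3 and Rian had the smallest p-values among the upregulated genes, with an edgeR log2FC of 1.46 (standard error 0.194, adjusted p = 0.000229), 4.01 (standard error 0.703, adjusted p = 0.00524) and 3.69 (standard error 0.693, adjusted p = 0.00962). Next to Scd1, those among the downregulated genes were Me1 and Pnpla5, with -2.08 (standard error 0.244, adjusted p = 6.05e-05) and -7.08 (standard error 0.893, adjusted p = 0.000143) from edgeR. Pnpla5 had at most 1 count in a CR20-HFD library, so the size of its log2FC is uncertain. It lay between -7.23 and -5.34 over the alternatives. Fitting only the groups compared moved the counts most in CR20 mice, to 12 genes, where DESeq2's Wald test gave 87, and limma's voom with quality weights moved them most in FED mice, to 37. The paper states that maternal undernutrition did not affect the response of the liver to the HFD. Beside this it gives DEGs only in the 2 comparisons between diets and the decrease of Scd1 and Slc2a4 in both HFD groups. It also gives upstream regulators with similar scores in FED and CR20 mice.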

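Scd1 (ENSMUSG00000037071, chromosome 19 from 44382894 to 44399154 of GRCm39) had a log2 CPM in liver of 12.52 ± 0.49 (SD, n = 6) in FED-CTRL, 8.21 ± 1.30 (SD, n = 6) in FED-HFD, 13.09 ± 0.75 (SD, n = 6) in CR20-CTRL and 7.59 ± 1.00 (SD, n = 6) in CR20-HFD. Its edgeR log2FC was -3.93 (standard error 0.524, adjusted p = 0.00117) with the HFD in FED mice and -5.39 (standard error 0.562, adjusted p = 1.21e-05) in CR20 mice, and the groups did not overlap in either (exact permutation p = 0.00216). Slc2a4 (ENSMUSG00000018566, chromosome 11 from 69831006 to 69839070) had 3.97 ± 0.66 (SD, n = 6) in FED-CTRL, 1.54 ± 1.31 (SD, n = 6) in FED-HFD, 3.96 ± 0.48 (SD, n = 6) in CR20-CTRL and 0.85 ± 1.08 (SD, n = 6) in CR20-HFD. Its edgeR log2FC was -2.11 (standard error 0.483, adjusted p = 0.115) in FED mice, which is not past the threshold of 0.055, and -2.97 (standard error 0.51, adjusted p = 0.00415) in CR20 mice. The exact permutation p-value was 0.00433 in FED mice and 0.00216 in CR20 mice.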

*Scd1* and *Scl2a4*, markers of lipid synthesis, were significantly decreased in both HFD groups, as shown by RNAseq and qPCR, which is expected with obesity progression (**Figures 7A–C**) (42, 43). IPA upstream regulator analysis, where HFD was compared to CTRL for each maternal condition, revealed upstream regulators with similar z-scores for the HFD data sets compared to their respective controls (**Figure 7D**; **Supplementary Table 8**). These potential regulators are involved in non-alcoholic liver disease (NAFLD) progression or inhibition (44–47).

**Figure 7:**
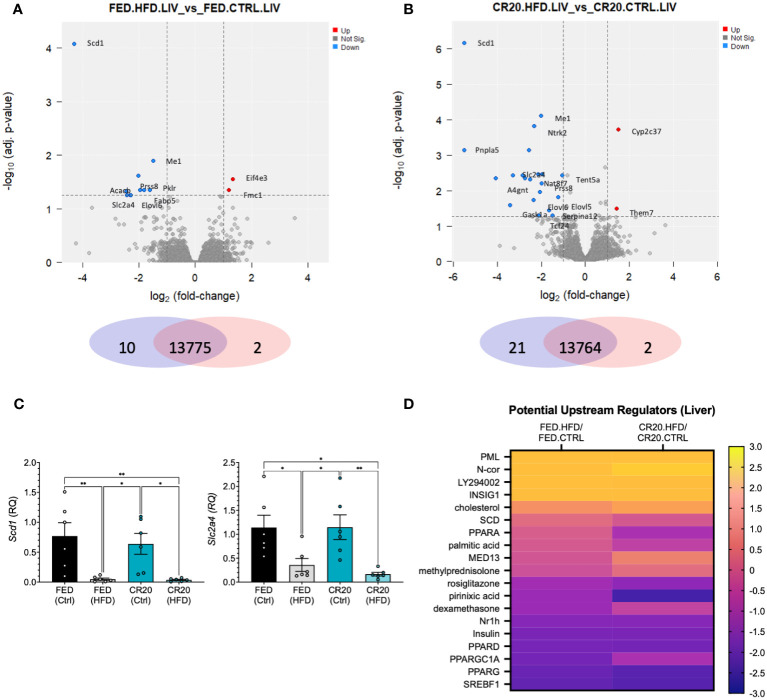
RNAseq liver transcript expression of the same adult male offspring born to FED and CR20 dams that were treated for 10-weeks. Volcano plots of differentially expressed genes (logFC >= 1, adj. p-value <= 0.055) FED.HFD vs FED.CTRL **(A)** and CR20.HFD vs. CR20.CTRL **(B)** comparisons. **(C)** qRT-PCR of *Scd1* and *Slc2a4*, known liver markers of HFD induced obesity, validate RNAseq data. **(D)** Heatmap of potentially upstream regulators derived from IPA comparison analysis of DEG’s associated with NAFLD. n = 6. Error bars are SEM. ANOVA followed by Fisher’s LSD test. Significance designated by: *p<0.05 and **p<0.01.

### 3.6 Responses to 16-week high fat diet from FED and CR20 progeny

The lack of weight gain by CR20 males differed from the expected increased weight gain suggested by the “thrifty phenotype” hypothesis. We did an initial pilot study to verify findings. More CR20 offspring were generated and subject to a longer treatment time, 16-weeks, on the HFD.

Male and female offspring of FED dams showed significant weight gain with the increased treatment time on the high fat diet (**Figures 8A, B**). As observed in the 10-week treatment time, adult males from the CR20 dams did not gain significantly more weight with HFD, appearing again to be resistant to HFD induced weight gain (**Figure 8A**). With the longer treatment time, we were able to observe the FED-HFD females have significant weight gain by 12 weeks on the diet (**Figure 8B**). CR20-HFD females significant weight gain was seen as early as 9 weeks on the diet (**Figure 8B**) and did not rise to the same extent of the FED-HFD females, appearing to be slightly blunted. Again, the average food intake for adult offspring, irrespective of diet, was equivalent in term of kilocalories (**Figures 8C, D**).

**Figure 8:**
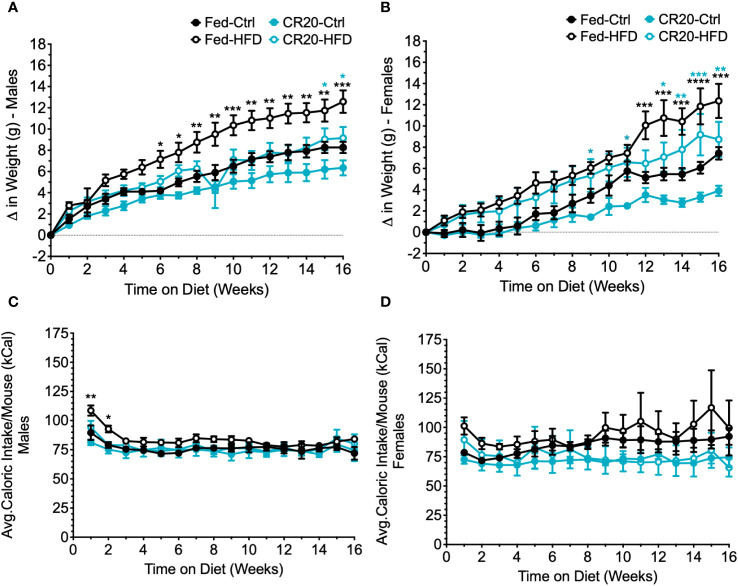
Weekly food intake, weight gain, and serum leptin of CR20 and Fed offspring treated for 16 weeks further indicate that CR20 male offspring are protected from weight gain on 45% fat diet diet and female offspring are partially protected. Average food intake per mouse for each week on the diet for males **(A)** and females **(B)**. Weekly difference in weight from the start of the diet in male **(C)** and female **(D)** offspring. n = 7-8 for males and n = 5-8 for females per condition. Two-Way ANOVA. Values that differ significantly between HFD vs. CTRL of FED group (black asterisks) and HFD vs. CTRL of CR20 group (teal asterisks): *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001.

Initial hormone and adipokine analysis of 16-week fed males, supported what was observed with the 10-week feeding. Serum TSH was lower with CR20-CTRL 16-week males (**Figure 9A**), but not significant among females (**Figure 9B**), although trending the same as with the 10-week feeding. Serum leptin was elevated among FED-HFD males, and the longer HFD feeding time caused an increase in serum leptin among the CR20 group, but not to the same extent as the FED (**Figure 9C**). Female serum leptin was not significantly altered but appeared to be shifted in the same direction as with the males (**Figure 9D**). Serum insulin was only elevated in the FED-HFD males at 16-weeks (**Figure 9E**), which was not observed among the 10-week fed group, and insulin was unchanged in females among all conditions (**Figure 9F**). In addition, IL-6 was also only significantly elevated among the FED-HFD males (**Figure 9G**), but not among females (**Figure 9H**).

**Figure 9:**
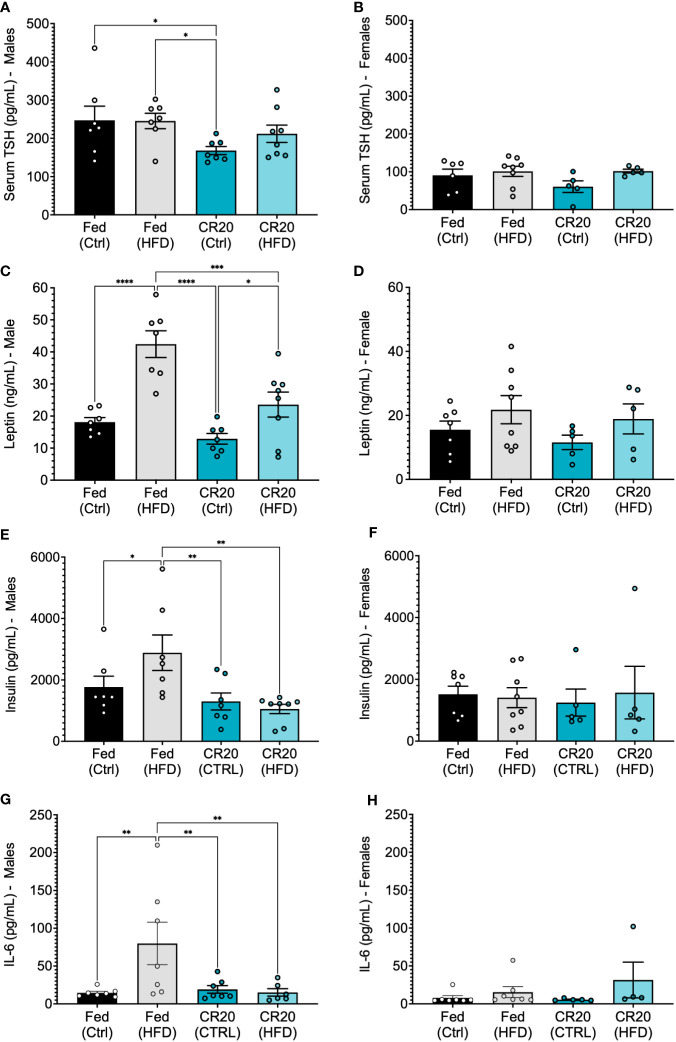
Serum expression of anterior pituitary hormones and adipokines from adult CR20 and FED offspring on the CTRL or HFD for 16-weeks. Serum expression of thyroid stimulating hormone **(A, B)**. Leptin levels (ng/mL) in male **(C)** and female **(D)** CR20 and Fed offspring at the conclusion of diet treatment. Male **(E)** and female **(F)** serum insulin (pg/mL) and IL-6 **(G, H)**. n = 7-8 for males and n = 5-8 for females per condition. ANOVA followed by Fisher’s LSD test. *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001.

## 4 Discussion

We have previously characterized the role of leptin signaling to pituitary somatotropes and gonadotropes using selective deletion of *LepR* in sighted FVB mouse lines (24, 26, 34, 48–51). To better allow conclusions across studies and increase knowledge among diverse strains, we wanted to establish a model of maternal undernutrition in sighted FVB mice and investigate the effect of this undernutrition on the physiology of adult offspring challenged by a high fat diet. The mild (20%) caloric restriction model (CR20), starting in late gestation at embryonic day 15 (E15) and continuing through lactation, imparted expected and unexpected consequences upon offspring development and adult health.

### 4.1 Maternal caloric restriction caused delays in growth and pubertal development

“Catch-up growth” refers to an acceleration in growth (measuring body length, weight, organ weight, etc.), possibly due to endocrine or growth plate mechanisms, that permits normal growth progression after early growth retardation (52). The offspring of CR20 dams were born smaller compared to offspring of FED dams, in terms of both length and weight, and the female offspring had delayed pubertal development. These results are consistent with the effects of maternal undernutrition in the literature (53, 54). Decreases in birth length and weight are signs of intrauterine growth restriction (IUGR), a disorder that can be caused by maternal undernutrition (55, 56). Previous studies have also demonstrated that the *timing* of maternal undernutrition during gestation or lactation affects offspring’s propensity for obesity (22, 57). The present study was designed to initiate maternal undernutrition at late gestation and continue through lactation, a paradigm known to cause IUGR and affect the neonatal leptin curve (23, 54). Our CR20-CTRL male mice never showed “catch-up growth” in weight or length and our CR20 females continued to show reduced weight into adulthood.

We were intrigued by our observation of an early surge of leptin in the CR20 dam offspring, suggesting that maternal undernutrition by 20% resulted in an accelerated expression in the offspring of factors that drive adipocytes to secrete the leptin surge. At this point, the identity of the factors that regulate the normal neonatal leptin surge is poorly understood. It is known that the neonatal leptin surge is dependent on maternal nutrient status. In the study presented here, postnatal offspring of undernourished dams had significant alterations in both timing of the leptin surge and levels of leptin throughout the surge period. At PND5, serum leptin levels were lower in CR20 dam offspring than those of FED dam offspring. CR20 dam offspring had an early leptin surge peak, occurring at PND8, which was 3 days earlier than that of the FED dam offspring. However, by the time of the leptin surge peak in the FED dam offspring (PND11), the leptin levels in the CR20 offspring were significantly lower than at PND8 and to the same level as FED PND11.

Our CR20 female offspring had delayed puberty (males were not assessed). Previous studies have shown pubertal delay in both sexes when the neonatal leptin surge was ablated through a 50% maternal undernutrition model in rats (58), decreased hypothalamic regulation of pubertal maturation, and a delay in puberty when the neonatal leptin surge was blocked with a leptin antagonist (59, 60), indicating that pre-pubertal leptin levels can affect the timing of puberty onset in rodents.

### 4.2 Maternal caloric restriction resulted in a premature neonatal leptin surge and male offspring that did not show a high fat diet induced weight gain

In our CR20 model, offspring have a shifted leptin curve, with a peak at PND8, whereas the offspring from FED dams peaked at PND11. A shift in the peak of the leptin surge has been previously shown to have an impact on adult metabolism. Yura et al. (2005) demonstrated that a 30% maternal caloric restriction model resulted in a premature leptin surge which was associated with hypothalamic changes that rendered the animals less sensitive to the anorexigenic effects of leptin (23). The male mice gained more weight on a HFD, supporting the idea that the timing of the leptin surge is important to adult metabolic health. Further examination of the “thrifty phenotype” hypothesis suggests that since fetal development is sensitive to the nutritional environment, the resulting adaptations should improve fetal survival but in the long run may result in metabolic dysfunction in adulthood (52).

Our mild maternal nutrition model reveals responses to maternal undernutrition +/- HFD in adult offspring that are sex-specific. Weight gain to a HFD by female mice born to calorically restricted dams is lacking and could be due to the extensive time (27 weeks) needed to report weight response to the HFD (61). The novelty of this study is that changes in weight, or lack thereof, due to a HFD are reported in “sighted” FVB male and female offspring born to calorically restricted dams. Females born to FED dams did not gain significant weight on the HFD at 10 weeks, while the males did. We reasoned that FVB females on the 45% HFD used in our study would gain excessive weight with a longer treatment time, and our pilot study of the prolonged (16-week) HFD exposure supports this. The female FED-HFD had consistent, significant weight gain starting at 12 weeks, with a final delta weight of 12.4 g. In our studies of the somatotrope *Lepr*-null model, weight gain for females was slower than that of males and not significantly different from control females until 6 months of age (26). We did, however, observe increased adiposity in somatotrope *Lepr-*null females as young as 3-4 months of age (27). We did not assess adiposity in the current study; however, based on experience with the *Lepr*-null model, we conjecture that adiposity may increase before the onset of significant weight gain in FED-HFD females. Ongoing studies will address this question.

The CR20-HFD females gained significant weight earlier (10 weeks) than FED-HFD females. This finding supports studies where maternal undernutrition produced offspring that gained more weight or were more metabolically dysfunctional compared to control diet fed dam offspring (23) and supports the “thrifty phenotype” hypothesis. Thus, the maternal undernutrition may alter metabolic responses in females, so they become more sensitive to a HFD than their FED-HFD counterparts.

However, in sharp contrast, the FED-HFD males, but not the CR20-HFD males, gained significantly more weight, which was detected as early as 3 weeks on the diet. Unexpectedly, male CR20 dam offspring, on either diet, did not gain more weight than FED-FED males at 10 weeks. This indicates that the shift in the leptin surge did not compromise their responses to orexigenic or anorexigenic hormones. Indeed, unlike the FED-HFD males, the CR20-HFD males appeared *resistant* to the HFD. This differs from the Yura et al. (23) findings and could be due to 1) strain difference, C57BL/6 vs “sighted” FVB mouse and 2) start time of the maternal caloric restrictions, embryonic day 10.5 compared to e15 used in this study. Serum leptin was increased with HFD feeding in FED-HFD males, as expected with increased adiposity and weight gain seen in this group. However, leptin levels appeared normal in all other groups, which corresponded with the absence of significant weight gain.

In the serum, we observed significant yet distinct changes in TSH and LH with both sexes. As serum TSH is involved in regulating adipose tissue and found to be high in obese mice (62, 63), reduced serum TSH in male CR20 offspring indicates a TSH mediated mechanism involved in reduced adipose tissue accumulation. Female CR20 on the HFD had reduced TSH levels compared to FED-HFD, which may benefit long term adipose accumulation. Serum LH was reduced in the CR20 groups compared to control counterpart by both sexes, which may indicate prolonged reproductive function that was initially indicated by delayed puberty (64, 65). Elevated female CR20-HFD ACTH may be one of the comorbidities of obesity and is reflected by the advanced weight gain of this group (66, 67). Elevated TNFα and MCP-1, contributors to metabolic disease progression (68, 69), classify the increased weight gain in FED-HFD males as an obese state. We did not observe changes in offspring serum GH, therefore, we believe that ghrelin secretion was not altered due to maternal undernutrition.

### 4.3 Males born to undernourished dams had tissue specific responses to the high fat diet

We observed that weight gain of CR20-HFD males was blunted weight with 10-week of HFD treatment. Therefore, we wanted to determine tissue specific mechanisms that may contribute to this observation. In epidydimal white adipose tissue, significant transcript changes were found with HFD among the FED group and not the CR20 offspring, which corresponded with observed phenotype. Lack of increased inflammatory cytokines by the CR20-HFD mice supported the lack of progression toward obesity and metabolic disease that was seen in the FED-HFD group. Upstream regulator analysis of obesity associated genes and genes protective against obesity illustrate that the adipose tissue of FED-HFD males is poised for obesity development, while CR20-HFD males lack the changes in the genes that promote disease formation and thus are similar to the HFD-CTRL group. For example, the prevalence of *Brd4* promotes obesity associated inflammation (70) and overexpression of proinflammatory cytokines, such as interferons (IFNA4), are associated with obesity pathogenesis (71), which are both elevated only in the FED group. Foxp1-deficient mice were reported to augment energy expenditure and be protected from diet-induced obesity (72), which is predicted to be slightly reduced in CR20-HFD males compared to the FED-HFD males. TCF7, a transcription factor involved in the canonical WNT/β-catenin pathway, was reported to regulate promoter activation of *Ucp1* and *Gprc6a* in brown adipose tissue independent of the Wnt/β-Catenin Pathway (73). TCF7 is proposed to be reduced in CR20-HFD males RNAseq data, which suggests that the lack of weight gain on the HFD may not be due to eWAT browning. TLR3 and TLR7 KOs were found to be protective against HFD induced obesity and weight gain and IL1a-KO reduces adiposity, which reflects predicted gene changes in CR20-HFD males compared to FED-HFD (39).

The transcription factor *Peg3* is a unique gene, as it was specifically changed in the CR20-HFD males, according to p-value, and validated by qRT-PCR. It is reported that *Peg3+/−* mutants develop excess adiposity, despite low food intake, have delays in pubertal development, and are leptin resistant (41). Peg3 is strongly expressed in the hypothalamus and pituitary during development (41). *Peg3* is primarily expressed by the paternal allele due to repression of the maternal allele by DNA methylation. When the imprinting control region was deleted on the maternal allele, transcriptional regulation of *Peg3* paternal allele was upregulated and resulted in increased body weight (74). Prolonged caloric restriction has been shown to alter DNA methylation and increase healthy lifespan (75). Therefore, epigenetic regulation of *Peg3* maternal allele could potentially alter the action of *Peg3*. Further studies are needed to determine if nutrient stress alters the epigenetic regulation of *Peg3* that would alter changes in weight.

Interestingly, the liver of HFD mice, regardless of maternal nutrition, responded equally to nutrient stress and showed indications of NAFLD progression. The liver and adipose tissue form a metabolic axis involving crosstalk, maintenance of energy homeostasis and having essential roles in nutrient uptake, processing, and storage (76–78). “Adipose tissue failure” is a term used to describe the failure of lipid storage and mobility by adipose tissue that results in lipid overload to the liver (79). Although lean, these individuals have NALFD progression but thought to be “metabolically unhealthy lean”, which is approximately 20% of the normal weight population and can have a three-fold greater risk for mortality (80). This observation in humans may account for the dysregulated lipid progression in the liver and eWAT of the CR20-HFD males, and if so, then a mild maternal undernutrition may be involved in metabolically unhealthy progression.

## 5 Conclusion

This study reports that a mild 20% maternal undernutrition in late gestation of mice affects the timing of the offspring neonatal leptin surge so that it peaks prematurely. The timing of this peak is like that reported by Yura et al. (2005) who used a 30% undernutrition model and reported that the adult progeny gained more weight on a HFD than their counterparts born to Fed dams (23). Female progeny of the 20% calorically restricted dams showed hallmarks of the “thrifty phenotype” hypothesis, with being smaller in size, having a delay in pubertal development, and gaining weight on the HFD as adults, but not more so than the control group. In contrast, male progeny from our 20% maternal undernutrition model had reduced weight throughout adult life and were resistant to the 45% HFD induced weight gain yet may have been metabolically unhealthy due to indications of NAFLD progression. Thus, this model shows distinct sex differences in developmental programming. In females, a premature leptin surge may have programmed the hypothalamus and other sensitive organs to become more sensitive to obesogenic regulators, while in males, this premature leptin surge may have conferred protection against adiposity at the expense of liver lipid toxicity.

## Data availability statement

Original datasets are available in the Gene Expression Omnibus under accession number GSE247985. The original contributions presented in the study are publicly available. This data can be found here: https://urldefense.com/v3/__https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247985__;!!LFqOYw!pMmVRDxBAtsYN2f-zzT0NrwKrbz4T0JYw1GWHmxOWnhYLcQna-4A0xBnHmhUzwQR1YhyZIIBixVZNgehkiSb$.

## Ethics statement

The animal study was approved by UAMS Institutional Animal Care and Use Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

TM: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Project administration, Visualization, Writing – original draft, Writing – review & editing. MA-J: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Project administration, Writing – review & editing, Validation. AO: Conceptualization, Writing – review & editing. AM: Investigation, Writing – review & editing. AH: Investigation, Writing – review & editing. AL: Investigation, Writing – review & editing. AG: Data curation, Formal analysis, Software, Writing – review & editing. SB: Data curation, Formal analysis, Software, Writing – review & editing. AR: Conceptualization, Methodology, Writing – review & editing. MM: Conceptualization, Funding acquisition, Resources, Writing – review & editing. AM: Conceptualization, Funding acquisition, Resources, Writing – review & editing. GC: Conceptualization, Funding acquisition, Resources, Supervision, Writing – review & editing.

# Supplementary material for: Maternal undernutrition results in transcript changes in male offspring that may promote resistance to high fat diet induced weight gain
**Source:** Front Endocrinol (Lausanne). 2024 Jan 17;14:1332959. doi: 10.3389/fendo.2023.1332959
**Supplement:** Supplementary Figure 1 — Dam correlation analysis of leptin to weight and serum IGF-1 in PND16 pups. (A) Pearson correlation analysis (two-tailed) of weight to leptin for dams revealed a moderate positive correlation for the FED (r=0.6091, p=0.0467) and CR20 (r=0.6794, p=0.0075) groups. (B) Serum IGF1 protein levels in PND16 pups was quantified by ELISA. Student’s t test.

Supplementary Material

Maternal Undernutrition Results in Transcript Changes in Male Offspring that May Promote Resistance to High Fat Diet Induced Weight Gain

Tiffany K. Miles*, Melody L. Allensworth-James, Angela K. Odle, Ana Rita Silva Moreira, Anessa C. Haney, Alexandra N. Lagasse, Allen J. Gies, Stephanie D. Byrum, Angelica M. Riojas, Melanie C. MacNicol, Angus M. MacNicol, Gwen V. Childs

Supplementary Figure 1. Dam correlation analysis of leptin to weight and serum IGF-1 in PND16 pups. A) Pearson correlation analysis (two-tailed) of weight to leptin for dams revealed a moderate positive correlation for the FED (r=0.6091, p=0.0467) and CR20 (r=0.6794, p=0.0075) groups. B) Serum IGF1 protein levels in PND16 pups was quantified by ELISA. Student’s *t* test.

Supplementary Figure 2. Pituitary mRNA expression by qRT-PCR of *Gh*, *Ghrhr*, and *Ghsr* in adult CR20 and FED offspring on the Ctrl or HFD for 10-weeks. (A-B) *Gh*, (C-D) *Ghrhr*, and (E-F) *Ghsr* expression in male and female offspring of Fed and CR20 dams. n = 6 per condition for males, n = 5-6 for FED females per condition and n = 4 for CR20 females per condition. Error bars are SEM. ANOVA followed by Fisher's LSD test: *p<0.05.

Supplementary Figure 3. Serum protein expression of GH and adipokines from adult CR20 and FED offspring on the Ctrl or HFD for 16-weeks. GH serum expression in males (A) and females (B). The adipokines resistin (C), IL-6 (D), and PAI-1 (E) in male offspring of Fed and CR20 dams. n = 7-8 for males and n = 5-8 for females per condition. ANOVA followed by Fisher's LSD test.

Supplementary Figure 4. Pituitary mRNA expression by qRT-PCR of *Gh*, *Lh* and *Fshβ* in 16-week treated mice. Pituitary transcript expression of (A-B) *Gh*, (C-D) *Lh*, and (E-F) *Fshβ* in male and female offspring of Fed and CR20 dams. n = 4-7 for males and n = 3-4 for females per condition. Error bars are SEM. ANOVA followed by Fisher's LSD test. *p<0.05; **p<0.01, ***p<0.001, ****p<0.0001.

Supplementary Figure 5. Serum protein expression of anterior pituitary hormones and adipokines from adult CR20 and FED offspring on the Ctrl or HFD for 16-weeks. Serum expression of (A-B) LH, (C-D) ACTH, (E-F) PAI-1, and resistin (G-H) in male and female offspring of Fed and CR20 dams. n = 7-8 for males and n = 5-8 for females per condition. ANOVA followed by Fisher's LSD test. *p<0.05.

**Supplementary Figure 6. PCA plots and clustered dendrograms to evaluate overall correlation structure of RNAseq data.** PCA plot and dendogram for pituitary (A, B), eWAT (C, D), and liver (E, F).

Supplementary Table 1. Pituitary RNAseq data of males on 10-week diet. Gene list, log2 counts-per-millions for each sample and comparison analysis of HFDvsCTRL for Fed and CR20 offspring.

Supplementary Table 2. Pituitary RNAseq data of males on 10-week diet. Gene list, log2 counts-per-millions for each sample and HFDvsHFD and CTRLvsCTRL comparison analysis for Fed and CR20 offspring.

**Supplementary Table 3.** eWAT RNAseq gene list of 10-week treated males, log2 counts-per-millions for each sample and comparison analysis of HFDvsCTRL for Fed and CR20 offspring, and FED.HFDvsCR20.HFD comparison.

Supplementary Table 4. eWAT RNAseq gene list of 10-week treated males, log2 counts-per-millions for each sample and HFDvsHFD and CTRLvsCTRL comparison analysis for Fed and CR20 offspring.

**Supplementary Table 5.** eWAT upstream regulators derived from 10-week treated males RNAseq data set using the Ingenuity Pathway Analysis Comparison Analysis feature that are associated with fat accumulation and protection.

**Supplementary Table 6.** Liver RNAseq data of 10-week treated males. Gene list, log2 counts-per-millions for each sample and comparison analysis of HFDvsCTRL for Fed and CR20 offspring.

**Supplementary Table 7.** Liver RNAseq data of 10-week treated males. Gene list, log2 counts-per-millions for each sample and HFDvsHFD and CTRLvsCTRL comparison analysis for Fed and CR20 offspring.

**Supplementary Table 8.** Liver upstream regulators derived from 10-week treated males RNAseq data set using the Ingenuity Pathway Analysis Comparison Analysis feature that are associated with NAFLD.

How the deposited data were processed for this re-analysis (not part of the article)

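The data are the read counts that the authors deposited for 72 libraries, which they obtained by trimming the reads, aligning them with STAR to GRCm39 and counting them per Ensembl gene with featureCounts. The counts are whole numbers without normalization. Total counts per library ranged from 9842813 to 27601208 (median 19705838.5). Gene names, positions and biotypes came from the GENCODE M39 annotation of GRCm39, matched by Ensembl identifier, which may be another release than the one the authors counted with. The tissue, maternal group, diet and animal number of each library came from the deposited labels and not from its values. No 2 libraries of a group held the same counts.

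The counts of each tissue were analysed with edgeR 4.0.16 in R 4.3.3, as a fit of 24 libraries with a mean for each of the 4 groups and 6 mice per group. The steps were filterByExpr with the 4 groups and its default values, TMM factors, estimateDisp, and glmQLFit and glmQLFTest with default values. The p-values are two-sided and were adjusted by the Benjamini-Hochberg method within a comparison. Log2 CPM values were calculated with TMM factors and a prior count of 2. A standard error of a log2FC was taken as its absolute value divided by the square root of its F statistic. Log2 values are given to 2 decimals and other values to 3 significant digits.

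The alternatives below were set before the data were examined, and none was added afterwards. They are limma 3.58.1 voom with quality weights, which is the test named in the methods, voom without quality weights, DESeq2 1.42.0 with the Wald test, its own size factors and independent filtering, DESeq2 size factors in edgeR, no filter, a filter of over 1 CPM in at least 6 libraries, only the groups compared, the animal-number range (under 20, 20 to 39, 40 and above) as a covariate, robust empirical Bayes, and each mouse left out in turn. For eWAT and liver, the thresholds of the methods, of section 3.5.1 and of the IPA sets were also used, and for the pituitary an adjusted p-value of at most 0.055. What the ranges of animal numbers stand for is not stated. An explanation was counted as holding if under 0.5 of the called genes were called again, or at a spread ratio of at least 1.5, 3 called clock genes or an absolute rho of at least 0.3.

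The tests, the covariate fits, the regrouping and the exact permutation test were tested on simulated data, made by giving 200 genes a log2FC of 2 in the CR20-HFD group of counts drawn from each tissue's means and spreads. Over the 3 tissues and all tests, 170 to 200 of the 200 genes were recovered. In comparisons with no simulated change, DESeq2 called 0 to 4 genes and the other tests 0. In those with a simulated change, the wrong calls numbered 9 to 27 by DESeq2 and 2 to 15 by the other tests. The exact permutation test gave a p-value under 0.05 for 49 to 50 of 50 changed genes and for 0 to 6 of 50 unchanged genes. The simulated score covariate was random numbers, so its recovery does not cover the macrophage and adipocyte covariates, which follow the groups. Genes and libraries were drawn independently, and the changed genes came from the better expressed ones. A random regrouping of the real pituitary libraries of CR20-CTRL and FED-CTRL called 1562 genes. Wrong calls in these data may therefore exceed the simulated ones.

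With a rule for when the explanation holds, 29 tests other than regrouping and 20 regroupings were made, and their values are given in the closing section. Further checks without such a rule are given beside them, among them the adipocyte covariate and the animal-number range and epididymis covariates for results not covered by those tests. The tests of depth and of the largest genes by an exact permutation test were replaced, after their results were seen, by thinned libraries and by fits without the largest genes, and both kinds are given. The mean log2 CPM of a list of macrophage or adipocyte genes, or the summed log2 CPM of a list of epididymis and testis genes, served as a covariate. Each regrouping result compares the real grouping with 99 random ones of the same mice.

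Named genes are those the paper names for these tissues in its text, its Table 1, Figures 6 and 7 and the upstream regulators of section 4.3, and for each comparison with calls the 3 higher and 3 lower called genes with the smallest p-values that have a name. Zim1, Adam7 and Crisp1 were chosen after their values were seen. The list of regulators followed in the alternatives was completed to all those of section 4.3 after the first values were seen. The pathway and regulator scores of IPA, the qRT-PCR measurements, serum measurements and body weights were not analysed here. A result that was obtained is not reported here.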

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

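Of the tests in this part, the regrouping of mice for the interaction was set before its result was seen. The fits with the animal-number range and with a mouse left out were among the alternatives set before the data were examined. Their use as tests of an explanation, and every other test, was chosen after the result in question was seen. The explanations below were looked for and tested on the same data and are hypotheses.

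In eWAT, the response to the HFD differed between CR20 and FED mice for 363 genes, a difference between the maternal groups found by the interaction test of edgeR. Of 100 groupings that exchanged CR20 and FED labels within each diet, the real one included, 2 gave as many genes. Of the called genes, 337 were also called in CR20-HFD vs FED-HFD, 316 in FED-HFD vs FED-CTRL and 18 in neither. With every library thinned to 11589675 counts, 310 of the called genes were called again, and in a fit without the 19 genes with the most counts 361 were. With the summed epididymis and testis genes as a covariate, 222 were called again, and without FED-HFD mouse 23, which had the lowest library weight of its group (0.142), 209 were. With the animal-number range as a covariate, 320 were. Without CR20-CTRL mouse 5, also the lowest of its group (0.169), 0 were called again, with 2492 genes at an unadjusted p-value under 0.05. That loss is not particular to mouse 5, since 9 of the 24 fits that each left out a mouse called 0 genes, with 2492 to 2803 genes at an unadjusted p-value under 0.05. With the mean of 12 macrophage genes as a covariate, 0 were called again, with 322 genes at an unadjusted p-value under 0.05. A larger amount of macrophage RNA in the fat of FED-HFD mice is therefore a candidate explanation for the interaction. The macrophage genes follow the groups, so the test cannot tell more macrophages from higher expression in the same cells. GC content and gene length were not tested for the interaction.

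A mouse far from the 5 others of its group was found in 6 of the 84 groups examined, where chance gives about 4.2. Each value below is the gap of that mouse to the nearest of the others divided by the range of the group. In the pituitary, CR20-HFD mouse 7 was low for Ghrhr (0.636), and in eWAT, CR20-CTRL mouse 48 was low for Tnfaip2 (0.71) and CR20-CTRL mouse 5 for total counts (0.736). The summed CPM of 8 adipocyte genes in eWAT was low in FED-HFD mouse 23 (0.813) and CR20-CTRL mouse 5 (0.654), and in the pituitary it was high in FED-HFD mouse 10 (0.698). No explanation was tested for the values of Ghrhr and Tnfaip2.

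In the pituitary of FED-HFD mouse 10, the adipocyte genes summed to 394 CPM, and 8 of the 8 were highest of the group in that library. For 4 of the 8 the library stood apart from the 5 others by the same measure. The library was picked by the sum of these 8 genes, so this is not independent of the finding. Adipose tissue in that pituitary sample is a candidate explanation, and no biological explanation was tested, since the other 5 mice of the group had the same diet.

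Genes outside those the paper discusses gave a signal in the eWAT of 3 CR20 mice, and these genes belong to a list of epididymis and testis genes. Adam7 stood at 133 CPM in CR20-CTRL mouse 4, 51.9 in CR20-CTRL mouse 5 and 4.31 in CR20-HFD mouse 6, with 0 counts in the 21 other libraries. Crisp1 stood at 22.1 CPM in CR20-HFD mouse 6, with 0 counts in the 23 others. If tissue from the epididymis or testis had come along with the fat, most of the list would be raised, but 1 of its 14 genes was over 1 CPM in the library with the highest sum. That library is CR20-CTRL mouse 4, so the test does not cover CR20-HFD mouse 6, where Adam7 and Crisp1 were both over 1 CPM. The list mixes segments of the epididymis and the testis, so a small piece of a single segment could still give such a pattern. No biological explanation was tested, since other mice of the same groups had 0 counts.

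In liver, Meg3, which the paper does not discuss, had a log2FC of 4.01 in CR20-HFD vs CR20-CTRL (edgeR adjusted p = 0.00524), above the CR20-CTRL mean in 6 of 6 CR20-HFD mice. Over the 9 alternatives its log2FC lay between 2.98 and 4.13 and its adjusted p-value between 4.53e-06 and 0.116. In FED-HFD vs FED-CTRL the log2FC was 3.53 (adjusted p = 0.0385, above the FED-CTRL mean in 6 of 6 mice), and the interaction was 0.48 (unadjusted p = 0.618). The adjusted p-value in FED mice lay between 0.000596 and 0.144 over the 9 alternatives. It lay between 0.0344 and 0.134 over the leave-one-out fits, so Meg3 was not called in every fit. Rian, which lies near Meg3 on chromosome 12, changed in the same direction in CR20-HFD vs CR20-CTRL (log2FC 3.69, adjusted p = 0.00962, above the CR20-CTRL mean in 6 of 6 mice, 2.29e-06 to 0.156 over the alternatives). The counts of Meg3 were low with the CTRL diet, at most 29 in a FED-CTRL and 38 in a CR20-CTRL library against 299 in a FED-HFD and 1065 in a CR20-HFD library, and no explanation, technical or biological, was tested for it.

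Zim1, which the paper does not discuss and which was chosen after its values were seen, lies 7382 bases from Peg3 on chromosome 7. In eWAT its log2FC in CR20-HFD vs CR20-CTRL was 1.47 (unadjusted edgeR p = 0.000786, adjusted p = 0.789, two-sided exact permutation p = 0.00216), above the CR20-CTRL mean in 6 of 6 mice. Over the 9 alternatives the adjusted p-value lay between 0.143 and 0.996. In FED-HFD vs FED-CTRL the log2FC was 0.73 (unadjusted p = 0.0639). Over the 24 eWAT libraries, the deviations of Peg3 and Zim1 from their group means had a Pearson's r of 0.871 and a Spearman's rho of 0.894, each with a permutation p-value of 1e-05, the smallest that the permutations can give. Without the 2 libraries farthest from the median of Peg3, r was 0.863. The deviations of the 2 genes moved together, and their place as neighbours in an imprinted domain is a candidate explanation that this value cannot single out. No correlation of Peg3 with other genes is given as a background. Reads shared between Peg3 and Zim1 and differences in cell composition were not tested.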

How the results depend on the processing

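All alternatives below were set before the data were examined, and for each count that changed the cause was not tested, apart from the eWAT genes that DESeq2 called in CR20-CTRL vs FED-CTRL. No analysis paired by mouse was possible, because the 4 groups hold different mice. The paper states that the pups of a dam were assigned blindly to the CTRL diet or the HFD. The sample labels do not name the dam, so litter was not fitted. Mice of the same litter were therefore treated as independent in the tests and the regroupings, those between CR20 and FED mice and the interaction included. The interaction has no value with only the groups compared, since it needs all 4.

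With limma's voom with quality weights, 284 pituitary genes were called in CR20-CTRL vs FED-CTRL in place of 0, 21 eWAT genes in CR20-HFD vs FED-CTRL in place of 0, 109 eWAT genes for the interaction in place of 363, 37 liver genes in FED-HFD vs FED-CTRL in place of 13 and 25 shared liver genes in place of 11. Without quality weights, voom called 0 eWAT interaction genes (2778 at an unadjusted p-value under 0.05) and 25 liver genes in CR20-HFD vs CR20-CTRL in place of 52. DESeq2's Wald test called 371 pituitary genes in CR20-CTRL vs FED-CTRL, 19 in FED-HFD vs FED-CTRL, 1 in CR20-HFD vs CR20-CTRL and 2 for the interaction. In eWAT it called 147 genes in CR20-CTRL vs FED-CTRL and 665 for the interaction, and in liver 1 in CR20-HFD vs FED-HFD, 34 in FED-HFD vs FED-CTRL, 87 in CR20-HFD vs CR20-CTRL and 25 shared genes. With no filter, the pituitary comparisons called 50 genes (CR20-CTRL vs FED-CTRL), 16 (CR20-HFD vs FED-HFD), 55 (FED-HFD vs FED-CTRL) and 7 (CR20-HFD vs CR20-CTRL). With only the groups compared, 1 pituitary gene was called in CR20-CTRL vs FED-CTRL, 1 eWAT gene in CR20-HFD vs FED-CTRL and 12 liver genes in CR20-HFD vs CR20-CTRL.

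A minimum log2FC of 0.58 gave 1554 eWAT genes in CR20-HFD vs FED-HFD at an adjusted p-value under 0.055 and 1505 under 0.05, 1278 and 1242 in FED-HFD vs FED-CTRL, and 990 and 958 genes opposite in the 2 comparisons. The 578 eWAT genes of CR20-HFD vs CR20-CTRL at an unadjusted p-value under 0.05 and a log2FC of at least 0.58 became 211 by voom with quality weights, 202 by voom without them, 1976 with no filter, 309 with only the groups compared, 962 with no minimum log2FC and 353 with a minimum of 1.

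With each mouse left out in turn, the eWAT counts ranged from 447 to 1024 in CR20-HFD vs FED-HFD and from 321 to 904 in FED-HFD vs FED-CTRL, from 0 to 602 for the interaction, from 245 to 726 for the opposite genes and from 198 to 818 for the unadjusted set. In the pituitary they ranged from 0 to 543 in CR20-CTRL vs FED-CTRL and from 0 to 21 in FED-HFD vs FED-CTRL, where the fits with 0 genes had 2010 to 2784 and 1243 to 2070 genes at an unadjusted p-value under 0.05. In liver they ranged from 4 to 25 in FED-HFD vs FED-CTRL, from 24 to 68 in CR20-HFD vs CR20-CTRL and from 4 to 18 for the shared genes. The other counts of 0 stayed at 0 in the leave-one-out fits, with 915 to 1417, 771 to 1492 and 1453 to 2254 genes at an unadjusted p-value under 0.05 in the pituitary (CR20-HFD vs FED-HFD, CR20-HFD vs CR20-CTRL, interaction), 513 to 1489, 473 to 1316 and 818 to 1341 in eWAT (CR20-CTRL vs FED-CTRL, CR20-HFD vs CR20-CTRL, CR20-HFD vs FED-CTRL), and 192 to 547, 304 to 678 and 168 to 407 in liver (CR20-CTRL vs FED-CTRL, CR20-HFD vs FED-HFD, interaction). The eWAT count for CR20-HFD vs CR20-CTRL was 0 under each of the 12 other alternatives as well, with 493 to 2298 genes at an unadjusted p-value under 0.05. The log2FC of Peg3 ranged from 0.90 to 1.38 in CR20-HFD vs CR20-CTRL, from 0.20 to 0.50 in FED-HFD vs FED-CTRL and from 0.56 to 1.05 for the interaction.

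Some small log2FC changed sign under an alternative, none of them past the threshold in any fit, and the cause was not tested. The log2FC of Cd44 in eWAT (CR20-HFD vs CR20-CTRL), -0.0813 in the reported fit, was 0.0968 by voom with quality weights, and -0.19 to 0.0468 with a mouse left out (3 of 12 fits reversed). Cd84 (CR20-HFD vs CR20-CTRL) went from -0.28 to 0.12 by voom with quality weights. Il1rn (CR20-HFD vs CR20-CTRL), at 0.25, ranged from -0.38 to 0.47 with a mouse left out (1 of 12 fits reversed). Il7r (CR20-HFD vs CR20-CTRL) went from -0.39 to 0.23 by voom with quality weights. For Tnfaip2 (CR20-HFD vs CR20-CTRL) it changed from 0.0396 to -0.0641 with the animal-number range as a covariate, and -0.0859 to 0.11 with a mouse left out (2 of 12 fits reversed). Mmp12 (CR20-HFD vs CR20-CTRL) went from -0.69 to 0.0654 by voom with quality weights. Tcf7 (FED-HFD vs FED-CTRL), at -0.11, ranged from -0.22 to 0.0158 with a mouse left out (1 of 12 fits reversed). Tcf7 (CR20-HFD vs FED-HFD) went from 0.00549 to -0.16 by voom with quality weights, -0.14 by voom without quality weights, -0.00284 with DESeq2 size factors in edgeR, -0.00719 with no filter and -0.00582 with the filter of over 1 CPM, and -0.43 to 0.14 with a mouse left out (5 of 12 fits reversed). For Fmc1 (FED-HFD vs FED-CTRL) it changed from 0.0631 to -0.12 with the animal-number range as a covariate, and -0.16 to 0.34 with a mouse left out (3 of 12 fits reversed). Of the 781 values of named genes under the other alternatives, 60 changed, 35 of them weaker, 14 stronger and 11 reversed, and of the 1128 leave-one-out values 133 changed, 112 weaker, 6 stronger and 15 reversed. DESeq2's size factors moved the median log2FC of all genes most in the pituitary, CR20-CTRL vs FED-CTRL, by -0.0124. The depth of the libraries limits what can be said of genes near the floor, such as Ucp1 in eWAT.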

Differences from the paper's values

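In eWAT, the paper gives 135 genes downregulated in FED-HFD vs FED-CTRL, where 82 were found. The count was 132 with limma's voom with quality weights, 136 with voom without quality weights and 102 with DESeq2's Wald test, each within 1.5 times the paper's value, and so were 3 of the 12 fits that each left out a mouse. The 9 other alternatives set before the data were examined did not come within it.

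In liver, the paper gives 2 genes upregulated and 21 downregulated in CR20-HFD vs CR20-CTRL, where 11 and 41 were found. With limma's voom without quality weights they were 3 and 22, both within 1.5 times the paper's values. None of the 11 other alternatives set before the data were examined came within it for either count. Of the 12 fits that each left out a mouse, 0 did for the upregulated and 7 for the downregulated genes.

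For Peg3 in eWAT, CR20-HFD vs CR20-CTRL, the paper gives an adjusted p-value of 0.0018, where edgeR gave 0.789 for a log2FC of 1.05, above the CR20-CTRL mean in 6 of 6 mice. None of the 9 alternatives set before the data were examined came near the paper's value, with adjusted p-values from 0.327 to 0.996, and neither did any of the 12 leave-one-out fits. With limma's voom without quality weights, the log2FC was 1.16 with an unadjusted p-value of 0.00179 and an adjusted p-value of 0.996, and the unadjusted value is the one that rounds to the paper's number. The paper's text itself places Peg3 among genes found without adjusting the p-value. It also reports the increase of Peg3 by qRT-PCR, which was not analysed here.

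The paper labels Slc2a4, Acacb, Pklr, Elovl6 and Fmc1 among the liver genes changed in FED-HFD vs FED-CTRL, and none of the 5 was called by edgeR. The log2FC and adjusted p-value were -2.11 and 0.115 for Slc2a4, lower than the FED-CTRL mean in 6 of 6 mice, -2.10 and 0.143 for Acacb (6 of 6), -1.44 and 0.0551 for Pklr (6 of 6), -2.00 and 0.143 for Elovl6 (6 of 6) and 0.06 and 1 for Fmc1, higher than the mean in 3 of 6. Slc2a4 was called with voom with quality weights, voom without quality weights, DESeq2's Wald test and no filter, Acacb with voom with quality weights, voom without quality weights and DESeq2's Wald test, Pklr with voom with quality weights, voom without quality weights, DESeq2's Wald test and no filter and Elovl6 with voom with quality weights, voom without quality weights and DESeq2's Wald test. Over the 9 alternatives the adjusted p-value lay between 0.00544 and 0.127 for Slc2a4, 0.00549 and 0.251 for Acacb, 0.00196 and 0.113 for Pklr, and 0.00573 and 0.2 for Elovl6. Fmc1 was called in none of the 9 alternatives (adjusted p-values from 0.761 to 1).

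The paper speaks of a small number of genes at an unadjusted p-value under 0.05 between the CR20 groups, and states that Peg3 was the only one specific to the CR20 males. With a log2FC of at least 0.58, 494 of 578 genes had an unadjusted p-value of 0.05 or more in FED-HFD vs FED-CTRL, and the interaction of 147 of those had an unadjusted p-value under 0.05, where that of Peg3 was 0.123. As many as 578 genes were found in 54 of 100 groupings of the CR20 mice, the real one included, so their number is no larger than random grouping gives. With limma's voom with quality weights, Peg3 had a log2FC of 0.54 in FED-HFD vs FED-CTRL (unadjusted p = 0.0419, adjusted p = 0.133, 0.133 to 0.647 over the alternatives, above the FED-CTRL mean in 5 of 6 mice).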

Other observations

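In this part, the macrophage and epididymis covariates for CR20-HFD vs FED-HFD, the spread of the CR20 groups, the clock genes in liver and the regroupings of all liver results and of the eWAT results other than CR20-CTRL vs FED-CTRL and CR20-HFD vs FED-HFD were set before their results were seen. All other tests were chosen as tests after the result was seen, so what they point to is a hypothesis. Some of the fits they use, with the animal-number range or without a mouse, were among the alternatives set before the data were examined.

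More macrophage RNA in the FED-HFD samples was tested with the mean of 12 macrophage genes as a covariate. Of the 877 eWAT genes called in CR20-HFD vs FED-HFD, 0 were called again (1153 genes at an unadjusted p-value under 0.05), and of the 750 called in FED-HFD vs FED-CTRL 1 was (824 genes). The mean of 8 adipocyte genes as a covariate, an additional check, left 361, 117 and 0 genes of the 2 comparisons and the interaction (923 interaction genes at an unadjusted p-value under 0.05). A different mixture of cells in FED-HFD fat is therefore a candidate explanation for both eWAT patterns. These covariates follow the groups and take out effects of the diet on the cells too, so the data cannot tell a change in cell numbers from a change in expression within cells.

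Other explanations were tested for the same eWAT comparisons, in the order CR20-HFD vs FED-HFD and FED-HFD vs FED-CTRL. With the epididymis and testis genes as a covariate, 837 and 749 of the genes were called again. With the animal-number range as a covariate, 801 and 664 were. Without FED-HFD mouse 23, 440 and 316 were, so many of the calls in both comparisons may depend on that mouse. The total counts had a two-sided exact permutation p-value of 0.939 (ratio of medians 0.986) and 0.0433 (0.924). The share of the 10 largest genes had an exact permutation p-value of 0.00216 in both, with means of 16.9% in FED-CTRL, 12.9% in FED-HFD, 15.8% in CR20-CTRL and 16% in CR20-HFD. Because such values do not say what a difference does to the calls, 2 further tests took their place after these values were seen. With every library thinned to the same total, 794 and 679 genes were called again, and without the 19 largest genes 874 and 745. Spearman's rho across genes between the log2FC and GC content was 0.156 and -0.0141, and with gene length -0.098 and -0.0197.

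A different time of tissue collection between the diets was tested with clock genes. In liver, 0 of 13 clock genes were called in either diet comparison, with 0 in FED mice and 2 in CR20 mice at an unadjusted p-value under 0.05. In eWAT, 2 of 14 were called in FED-HFD vs FED-CTRL, 6 had an adjusted p-value of at most 0.055 with any log2FC and 10 had an unadjusted p-value under 0.05. The 2 calls are fewer than the 3 set for a difference in collection time, but not 0. The mean of the summed CPM of the clock genes was lower with the HFD in all 3 tissues of both maternal groups, falling from 890 to 575 in eWAT, 751 to 650 in liver and 1011 to 896 in the pituitary of FED mice, and 838 to 698, 815 to 707 and 939 to 830 in CR20 mice. These sums were not tested, and a difference in collection time is not ruled out. For the lack of calls in CR20-HFD vs CR20-CTRL in eWAT (962 genes at an unadjusted p-value under 0.05), the ratio of the median SD of the CR20 groups to that of the FED groups was 1.1, under the 1.5 set for this explanation. That ratio joins groups of unlike spread, with a median SD of 0.335 in CR20-CTRL, 0.236 in CR20-HFD, 0.18 in FED-CTRL and 0.316 in FED-HFD, so a part played by the spread of CR20-CTRL, the widest of the 4, is not ruled out.

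The mice of each comparison were regrouped at random, and the counts below are of 100 groupings, the real one included. As many genes called were found in 1 grouping for eWAT CR20-HFD vs FED-HFD, 1 for FED-HFD vs FED-CTRL, 1 for the genes opposite in both, 1 for liver FED-HFD vs FED-CTRL, 2 for liver CR20-HFD vs CR20-CTRL and 1 for the genes shared by both. Another grouping of liver CR20-HFD vs CR20-CTRL called 532 genes. Counted at an unadjusted p-value under 0.05, it was 30 groupings for liver CR20-HFD vs CR20-CTRL (1320 genes) and 7 for liver FED-HFD vs FED-CTRL (918 genes). By that count it stayed at 1 for the eWAT comparisons CR20-HFD vs FED-HFD and FED-HFD vs FED-CTRL. Where 0 genes were called, the genes at an unadjusted p-value under 0.05 were counted. In eWAT, as many were found in 24 groupings for CR20-CTRL vs FED-CTRL (1180 genes), 63 for CR20-HFD vs CR20-CTRL (54 for those with a log2FC of at least 0.58) and 4 for CR20-HFD vs FED-CTRL (1119 genes). In liver, it was 60 for CR20-CTRL vs FED-CTRL (299 genes), 35 for CR20-HFD vs FED-HFD (493 genes) and 81 for the interaction (242 genes). In the pituitary, it was 4 for CR20-CTRL vs FED-CTRL (2887 genes), 16 for CR20-HFD vs FED-HFD (1127 genes), 16 for FED-HFD vs FED-CTRL (1606 genes), 13 for CR20-HFD vs CR20-CTRL (1212 genes) and 5 for the interaction (1833 genes). For the pituitary genes that also had a log2FC of at least 0.58, it was 5, 4, 2, 18 and 4 in the same order. The answer for CR20-HFD vs FED-HFD and for FED-HFD vs FED-CTRL therefore depends on the measure. With limma's voom with quality weights, the 284 pituitary genes called in CR20-CTRL vs FED-CTRL were matched in 7 groupings.

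The 147 eWAT genes that DESeq2 called in CR20-CTRL vs FED-CTRL, where edgeR called 0 (1180 at an unadjusted p-value under 0.05), fell to 0 with the epididymis and testis genes as a covariate (531 genes at an unadjusted p-value under 0.05). The covariate is highest in CR20-CTRL mice 4 and 5, so a candidate explanation is that these 2 libraries drive the DESeq2 calls, and whether by other tissue or for another reason cannot be told.

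For 904 pituitary genes, the paper's Supplementary Table 1 gives the log2FC and p-value of FED-HFD vs FED-CTRL, 0 of them with an adjusted p-value under 0.05 in that table. The median absolute difference of log10 p from the paper's values was 0.132 with limma's voom with quality weights and 0.00358 without them, and that of the log2FC was 0.0345 and 5.04e-08. For these genes the differences argue against the weighted test that the methods name, and the table's values lay nearest to voom without quality weights. In eWAT CR20-HFD vs FED-HFD, voom without quality weights called 141 genes higher and 643 lower, near the paper's 140 and 642. Voom with quality weights called 112 and 551.

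The paper's discussion names regulators whose activity IPA predicted, and the RNA of some of these genes in eWAT is given here in FED-HFD vs FED-CTRL and CR20-HFD vs FED-HFD. The log2FC was 0.52 (edgeR adjusted p = 0.0323, above the FED-CTRL mean in 6 of 6 mice) and -0.47 (adjusted p = 0.0404, below the FED-HFD mean in 6 of 6) for Foxp1, 1.10 (edgeR adjusted p = 0.00971, above the FED-CTRL mean in 6 of 6 mice) and -1.32 (adjusted p = 0.00212, below the FED-HFD mean in 6 of 6) for Tlr7 and 0.09 (edgeR adjusted p = 0.637, above the FED-CTRL mean in 4 of 6 mice) and -0.21 (adjusted p = 0.202, below the FED-HFD mean in 5 of 6) for Tlr3. Without FED-HFD mouse 23, the log2FC fell to 0.35 and -0.30 for Foxp1 and to 0.73 and -0.95 for Tlr7. Over the leave-one-out fits, the edgeR adjusted p-value reached 0.116 and 0.149 for Foxp1, and 0.0326 and 0.00699 for Tlr7. For Tcf7 the log2FC was -0.11 (edgeR adjusted p = 0.925, above the FED-CTRL mean in 3 of 6 mice) and 0.01 (adjusted p = 0.997, below the FED-HFD mean in 4 of 6), with small and variable values that change sign when a mouse is left out. Ucp1, with at most 60 counts in a library, had 3.80 (edgeR adjusted p = 0.0128, above the FED-CTRL mean in 6 of 6 mice) and -1.51 (adjusted p = 0.213, below the FED-HFD mean in 5 of 6). Ifna4, Gprc6a and Il1a had too few counts to be tested.

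In liver, the first principal component of log2 CPM held 42.6% of the variance. Over the 24 libraries it had a Pearson's r of 0.805 with the percent of counts on mitochondrial genes (permutation p = 1e-05, the smallest that the permutations can give), a Spearman's rho of 0.563 (permutation p = 0.00493), and an r of 0.774 without the 2 libraries farthest from the median. CR20-CTRL mice 5 and 4 had the lowest library weights in liver (0.108 and 0.182). No cause of this component was tested.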
